# *ABI1*‐based expression signature predicts breast cancer metastasis and survival

**DOI:** 10.1002/1878-0261.13175

**Published:** 2022-01-26

**Authors:** Angelina Regua, Csaba Papp, Andre Grageda, Baylee A. Porter, Tiffany Caza, Isabelle Bichindaritz, Mira Krendel, Abirami Sivapiragasam, Gennady Bratslavsky, Vladimir A. Kuznetsov, Leszek Kotula

**Keywords:** *Abi1*, breast cancer, metastasis, preclinical mouse, survival signature, WAVE

## Abstract

Despite the current standard of care, breast cancer remains one of the leading causes of mortality in women worldwide, thus emphasizing the need for better predictive and therapeutic targets. ABI1 is associated with poor survival and an aggressive breast cancer phenotype, although its role in tumorigenesis, metastasis, and the disease outcome remains to be elucidated. Here, we define the *ABI1*‐based seven‐gene prognostic signature that predicts survival of metastatic breast cancer patients; *ABI1* is an essential component of the signature. Genetic disruption of *Abi1* in primary breast cancer tumors of PyMT mice led to significant reduction of the number and size of lung metastases in a gene dose‐dependent manner. The disruption of *Abi1* resulted in deregulation of the WAVE complex at the mRNA and protein levels in mouse tumors. In conclusion, ABI1 is a prognostic metastatic biomarker in breast cancer. We demonstrate, for the first time, that lung metastasis is associated with an *Abi1* gene dose and specific gene expression aberrations in primary breast cancer tumors. These results indicate that targeting ABI1 may provide a therapeutic advantage in breast cancer patients.

**Abbreviations**
ABI1/2/3: abelson interactor protein‐1, −2, −3
ABL: tyrosine‐protein kinase ABL1
ARP2/3: actin‐related proteins ARP2 and ARP3
BRK1: BRICK1 subunit of SCAR/WAVE actin nucleating complex
CK14: cytokeratin 14
CK8: cytokeratin 8
CNA: copy number alteration
CYFIP: cytoplasmic FMR1‐interacting protein
DDg: data‐driven grouping
DFS: disease‐free survival
DMFS: distant metastasis‐free survival
ECL: enhanced chemiluminescence
HSPC300: hematopoietic stem/progenitor cell protein 300
KO: knockout
MAPK: mitogen‐activated protein kinase
MEF: mouse embryonic fibroblast
MMTV: mouse/murine mammary tumor virus
NCKAP1: NCK‐associated protein 1
OS: overall survival
PCA: principal component analysis
PI3K/AKT: phosphoinositide 3‐kinase/protein kinase B
PMF: primary myelofibrosis
PyMT: polyoma middle T antigen
RT: room temperature (25 °C)
SRA: steroid receptor RNA activator
SWVg: statistically weighted voting grouping
TEB: terminal end buds
WAVE: Wiskott‐Aldrich Verprolin homologous protein

## 1 Introduction

Breast cancer is the most commonly diagnosed noncutaneous cancer in American women, causing an estimated 200 000 deaths and over 40 000 new diagnoses each year [1]. Despite current treatment modalities that combine surgical intervention, radiation, and adjuvant chemotherapy, many patients relapse after years of treatment and present with metastatic and often incurable diseases. Metastasis of breast tumors accounts for the majority of breast cancer‐related deaths [2]. Thus, there is an urgent need to identify novel molecular targets for the development of new treatments against breast cancer.

The critical role of actin polymerization in breast tumor progression and invasion is well established, but the underlying mechanisms remain to be elucidated. Candidate mechanisms of tumor progression involving actin include cell–matrix interactions, invadopodia formation, and increased cell motility, which can all be attributed to increased actin polymerization in invading cells [3, 4]. The WAVE complex is a heteropentameric nucleation‐promoting factor of F‐actin polymerization and comprises WAVE proteins (1/2/3), Abelson interactor (1/2/3), SRA1/CYFIP1, NAP1, and BRK1/HSPC300 [5, 6, 7]. These proteins are encoded by genes *WASF(1,2,3)*, *ABI* (1/2/3), *CYFIP(1*,*2)*, *NCKAP1*, *and BRK1*, respectively [7]. The WAVE regulatory complex in response to RAC1 activation has been proposed to act as a regulator of cell motility by promoting ARP2/3‐dependent actin polymerization at the leading cell edge [8, 9]. Importantly, increased levels of ARP2/3 and WAVE2 are correlated with an increased risk of invasive breast cancer [10].

The integrity and activity of the WAVE complex are reliant on the presence of all complex members; the loss of any single constituent can lead to altered cell phenotypes [11]. Upstream pathway signaling partners of WAVE complex such as RAC1 [6, 12, 13] and NUDEL modify its activity [14]. Abelson interactor 1 (ABI1) is crucial for WAVE complex stability and regulation of specific actin‐dependent processes such as cell motility and adhesion, macropinocytosis, and embryonic development [15, 16, 17]. Our previous studies demonstrated that constitutive *Abi1* loss results in murine embryonic lethality [16]. ABI1 is an adaptor protein that promotes phosphorylation of substrates, such as WAVE2, by ABL kinase and has also been shown to be important for capping of F‐actin filaments, thus highlighting its regulatory role in cellular homeostasis and actin turnover [18]. WAVE1 and WAVE2 have differential roles in actin polymerization output resulting in distinct effect on actin meshwork at the plasma membrane [19, 20].

In cancers, WAVE complex’s molecular composition is dynamic and can be represented by distinct molecular subcomplexes due to deregulation of component levels [7, 11, 14]. Furthermore, several cell context‐dependent WAVE/ABI1 subcomplexes can form and exhibit distinct functions activated and maintained through different mechanisms [7, 11, 14, 20]. For instance, enhanced levels of *WASF3* gene expression could promote cancer cell invasiveness and are associated with the highly aggressive breast cancer subtypes [21, 22]. However, recent studies also demonstrate potential tumor suppressor function of *Wasf3* upon overexpression in PyMT breast cancer cells [22] thus indicating heterogeneity of WAVE3‐based complex signaling through differential effect on actin cytoskeleton and cell proliferation [23, 24].

WAVE complex dysregulation in cancer provides input into cell cycle progression and warrants the study of its role in breast cancer [25]. Although the specific molecular mechanism has yet to be uncovered, WAVE2 was linked to regulation of cell cycle progression through RAC1, Arp2/3, and ARPIN. Upregulation of the Arp2/3 subunit, ARPC1B, is associated with very poor metastasis‐free survival of breast cancer patients, but inhibition of ARP2/3 prevents cycle progression through RAC1 transformation [7, 25].

Alterations in *ABI1* expression have been associated with tumor initiation and progression in human cancers, thus indicating that ABI1 protein levels must be tightly regulated in cells. *ABI1* dysregulation has been implicated in several cancers, such as breast, brain, colon, stomach, ovarian, and prostate cancers [26, 27, 28, 29]. Notably, the role of *ABI1* in cancer is not always the same; in some cancers, such as PMF, glioblastoma, and prostate cancer, *ABI1* expression is downregulated [26, 27, 30, 31], whereas in breast cancer, *ABI1* expression is enhanced [32], thus suggesting the tissue and disease‐involving pathway specificity of the role of *ABI1* in oncogenic transformation and indicating the importance of mechanistic studies. The important role of ABI1 in breast cancer has been established in clinical samples. Previously, immunohistochemical studies of over 900 human breast tumor samples showed that *ABI1* overexpression is positively correlated with poor survival and a shorter relapse time in human breast cancer patients [32]. Indeed, the analysis revealed that invasive breast tumors have higher ABI1 protein expression than poorly invasive tumor samples and that increased ABI1 protein levels are significantly correlated with earlier recurrence and shortened survival. These findings have been supported by xenograft models of highly aggressive breast cancer cells (MDA‐MB‐231) lacking *ABI1*, which were unable to grow into large tumors in immunocompromised mice [33]. Taken together, previous data suggest that *ABI1* plays a driving role in the progression of metastatic breast cancers 32, 33, 34.

Several *in vitro* studies have shown the impact of ABI1 in driving breast cancer cell motility, division, and invasiveness; however, its exact role during *in vivo* tumor initiation, progression, and metastasis remains to be elucidated. Thus, we aimed to study the impact of *Abi1* loss on mammary tumor initiation and progression using the polyoma middle T (PyMT) breast cancer mouse model. The PyMT antigen is a transmembrane scaffolding protein with key tyrosine residues that, upon phosphorylation, can activate signaling pathways involved in cell proliferation and survival (e.g., PI3K/AKT and MAPK), making it a reliable model for aggressive breast tumor formation [35]. The PyMT breast cancer model has been well characterized and recapitulates human breast cancer pathology, especially that of the triple‐negative subtype [36].

High levels of ABI1 have been associated with the risks of metastasis of primary tumors and breast cancer mortality, as well as associated with the metastatic phenotype of human breast cancer cell lines *in vitro* [3, 32, 34, 37, 38]. The deficiency of ABI1 has been shown to reduce cell migration and invasiveness of aggressive breast cancer cells and is associated with activity in pathways such as PI3 kinase/AKT and SRC [32, 33].

Here, we define the ABI1‐associated gene expression signature, which predicts the disease metastasis‐free survival (DMFS) of patients with primary breast cancer. The signature includes a subset of WAVE complex genes (*ABI1*, *BRK1*, *WASF3*, *CYFIP1*, *CYFIP2)*, and the direct interactors of WAVE complex (*RAC1* and *NDEL1*). *ABI1* is an essential component of the signature. To model the role *of Abi1* in breast cancer tumor progression and metastasis, we conditionally depleted *Abi1* gene expression in the mammary epithelium of PyMT breast cancer mice using the mammary‐specific Cre recombinase mouse. Our analysis shows that *Abi1* knockout (KO) mice, both with homozygous and heterozygous deletion had more diverse tumor growth kinetics compared to the controls. In KO animals, a significant proportion (between 54% and 64%) of the primary tumors grew slower or not at all. However, the number of identified metastatic foci in lung and their size were significantly reduced in both homozygous and heterozygous KO mice, with the more significant metastasis suppression effect observed in the former. These results indicate that *Abi1* gene dosage in primary tumors is critical for the progression of metastasis in breast cancer. Western blotting analysis of primary tumors supports our previous findings that ABI2 protein expression is increased in animals with homozygous deletion of *Abi1*. Collectively, both our analyses utilizing both human breast cancer gene expression data and genetically engineered *Abi1* knockout breast cancer mouse models support the critical role of ABI1 and *ABI1*‐based gene prognostic signature as novel biomarkers of breast cancer metastases.

## 2 Methods

### 2.1 Reannotation and legacy comparison microarray datasets

The updated and reannotated Rosetta microarray dataset [39] and the Metadata dataset [40, 41] were used for the statistical testing and survival prediction analyses. The Metadata dataset is comprised of Uppsala and Stockholm data cohorts, which totals 249 samples (Affymetrix U133A, U133B) [40, 41]. Rosetta expression microarray dataset of 295 primary breast cancer samples has been downloaded [39] and reprocessed. Probe sequences (60 bp) obtained from the Rosetta dataset were aligned using NCBI’s command line *blastn* program with the following arguments: *‐reward 2 ‐penalty −3 ‐word_size 11 ‐gapopen 5 ‐gapextend 2*. Coordinates with the most significant e‐value were used for each sequence. Ensembl GRCh38.p13 was used to annotate each probe’s given genome coordinates. RefSeq gene symbols were used to annotate probes that were not annotated by Ensembl and contained RefSeq IDs. A total of 32439 expression data points are present with 24479 unique probes (GSE159956).

Our newly updated Rosetta probe set annotation was compared to the original probe set annotation. Our newly updated Rosetta probe set annotation was compared to the original probe set annotation. A total of 11847/24479 (48.4%) of our probe’s gene symbols exactly matched the original gene symbol. A total of 804/24479 (3.2%) probes that have identical gene symbols are on the opposite strand of the given gene. Of the 12632/24479 (51.6%) unique probes that were not an exact match, there were instances where the original set either had a false negative, a false positive, or an alternative gene symbol was used (Fig. S1). For an example of a false negative, see probe ‘Contig44690_RC’. In the original probe set annotation, there is no gene symbol for this probe. However, we found that the gene symbol for this probe was *PTEN*, which was confirmed with the UCSC genome browser.

A total of 7375/24479 (30.1%) probes matched this characteristic. For an example of a false positive, see probe ‘Contig52193_RC’. In the original probe set annotation, there is a gene symbol present for this probe. However, we found that the location of the probe is neighboring the gene body rather than overlapping the gene body. A total of 92/24479 (0.003%) probes matched this characteristic. The remaining percentage of probes that do not exactly match are either instances where the official gene symbol has been updated or instances where a single probe maps to a locus containing multiple genes. For an example of an updated gene symbol, see probe ‘NM_017546’. The original states this probe maps to gene *C40*; however, our method maps this probe to *CNOT11*. Using GeneCards, we found that *CNOT11* and *C40* are the same genes. For an example of a probe that maps to multiple genes, see probe ‘NM_006340’. This probe maps to both *BAIAP2* and *AATK*. The original probe annotation only links this probe to *BAIAP2*. Overall, we improved upon the original probe set annotation by providing gene symbols for a significant portion of false negatives (Fig. S1). Additionally, we show increased consistency of ABI1 expression values between groups following KS‐weighted means batch effect correction (Fig. S2).

### 2.2 Characterization of ABI1 expression, copy number alterations, and associations with breast cancer clinical data

To analyze ABI1 expression, copy number alterations and associations of these characteristics with breast cancer clinical data, we used The Molecular Taxonomy of Breast Cancer International Consortium(METABRIC) ([42] observed in cBioPortal for Cancer Genomics. https://www.cbioportal.org/study/summary?id=brca_metabric). ABI1 profiles from 1904 breast cancer patients including microarray expression, copy number variation, and clinical and cancer samples were downloaded and analyzed.

### 2.3 Survival prediction analysis and multigene prognostic signature identification

We used our data‐driven grouping (DDg) methods (one‐dimensional (univariate), 1D‐DDg, two‐dimensional (bivariate) 2D‐DDg), and statistically weighted voting grouping (SVWg) algorithms for patient's risk stratification onto two and three survival groups representing Kaplan–Meier survival functions (K‐M functions) [37, 43, 44, 45]. These are well‐established statistically based computational methods to identify optimized cutoff values of high‐dimensional variable domains that transform large‐scale variables to low‐dimensional (discrete) scale‐independent statistically weighted variables allowing for the selection of the most informative, robust, and reproducible categorical variables with the ability to stratify patient survival risk. In this study, we used an advanced version of the previously published software and algorithm [37, 43]. The following is a general description of how patient stratification in the risk groups can be utilized as a measure of survival prediction and as a method of selecting survival predictors (genes) for multivariate prognostic model.

#### 2.3.1 1D‐Data Driven grouping (1D‐DDg)

Assume a gene expression data set with *i* = 1, 2, …, *N* genes whose intensities are measured for *k* = 1, 2, …, *K* patients. The log‐transformed intensities of gene *i* and patient *k* are denoted as *y_i,k_*. Associated with each patient are a clinical outcome continuous data (e.g., survival time) and a nominal (yes/no) clinical event (e.g., tumor recurrence). Assuming that *K* clinical outcomes are negatively correlated with the vector of expression signal intensity *y_i_* of gene *i*, patient *k* can be assigned to the high‐risk or the low‐risk group according to

(1) $$x_{k}^{i}=\left\{\begin{array}{c} 1\left(\text{high risk}\right),\text{if}\;y_{i,k}>c^{i},\\ 2\left(\text{low risk}\right),\;\text{if}\;y_{i,k}<c^{i}, \end{array}\right.$$

where *c^i^* denotes the predefined cutoff of the *i*th gene’s intensity level. The clinical outcomes or events are subsequently fitted to the patients’ groups by the Cox proportional hazard regression model [46]:

(2) $$\log h_{k}^{i}\left(t_{k}¦x_{k}^{i},\beta_{i}\right)=\alpha_{i}\left(t_{k}\right)+\beta_{i}\cdot x_{k}^{i},$$

where $h_{k}^{i}$ is the hazard function and $\alpha_{i}\left(t_{k}\right)=\log h_{0}^{i}\left(t_{k}\right)$ represents the unspecified log‐baseline hazard function; β is the 1 × *N* regression parameters vector; and *t*_k_ is the patients’ survival time. To assess the ability of each gene to discriminate the patients into two distinct genetic classes [defined by Eqn (1)], the Wald statistic (W) [46] of the β*_i_* coefficient of the model Eqn (2) is estimated by using the univariate Cox partial likelihood function [47], estimated for each gene *i* as

(3) $$L\left(\beta_{i}\right)=\prod_{k=1}^{K}{\left\{\frac{\exp\left(\beta_{i}^{T}x_{k}^{i}\right)}{\sum_{j\in R\left(t_{k}\right)}\exp\left(\beta_{i}^{T}x_{j}^{i}\right)}\right\}}^{e_{k}},$$

where *R* (*t_k_*) = {j : *t_j_* ≥ *t_k_*} is the risk set at the time *t_k_* and *e_k_* is the clinical event at the time *t_k_*. The actual fitting of the model Eqns ((2), (3)) is conducted by the survival package in *R* (https://cran.r‐project.org/web/packages/survival/index.html). The genes with the largest β*_i_* Wald statistics are assumed to have better group discrimination ability and thus called survival significant genes. These genes are selected for further confirmatory analysis or inclusion in a prospective gene signature set. Note that log‐rank statistics were also included in our algorithm and shown similar or in some cases slightly better *P*‐value.

Note, how the stratification of patients in Eqn (1) depends on predefined cut‐off values (*c^i^*). In most real‐world scenarios, such values are not known in advance. Our 1D‐DDg method builds on the described workflow, by identifying the ideal cutoff without needing any prior information. First, for each gene *i*, we compute the tenth quantile (*q* ^i^_10_) and the 90th quantile (*q* ^i^_90_) of the distribution of K* signal intensity values. For every value, the algorithm performs the splitting of patients (1), fits the clinical event to the patient groups Eqn (2), and finally calculates the Wald statistic of β*_i_* Eqn (3). In other words, within (*q* ^i^_10_, *q* ^i^_90_), we search for the value* which corresponds to the minimum $\beta_{i}^{z}$ *P*‐value (here *z* = 1, …, *Q*) and that most successfully discriminates the two unknown risk groups.

We note that at the time of patient stratification we cannot tell which group is associated with higher or lower risk. The 1D‐DDg method predicts risk by analyzing the survival times of the groups. The group with lower mean survival times will be classified as ‘higher risk’, while the group with higher mean survival will be labeled as ‘lower risk’. According to this classification, two possible relationships exist between patient risk (lower risk, higher risk) and the expression pattern of a given gene (higher expressed, lower expressed). In the case of a parallel pattern, ‘higher risk – higher expression’ or ‘low risk – low expression’, the relatively higher prognostic gene expression level is associated with the poorer prognosis (a gene exhibits pro‐oncogenic behavior). In the case of antiparallel pattern ‘higher risk – low expression’ or ‘low risk – high expression’, the relatively higher prognostic gene expression level is associated with better prognosis (a gene exhibits tumor suppressor‐like behavior).

In our current work, the Rosetta and MetaData cohort datasets were used that contain both expression microarray data and the corresponding clinical information. Our survival prediction analysis was focused on the identification of the shortlist of survival significant genes of the *WAVE* complex, *RAC1* and *NDEL1*, all of which encode proteins constituting or interacting with the WAVE complex. Input list of the genes includes genes *WASF(1,2,3)*, *ABI* (1/2/3), *CYFIP(1*,*2)*, *NCKAP1*, *BRK1*, *RAC1*, and *NDEL1*, represented by the probe and probe sets localized in the 3’UTR of the selected genes on both microarray platforms.

The mRNA expression profiles of the selected genes are considered as putative predictors of the disease outcome. The 1D‐DDg analyzed the survival prediction property of the Rosetta and Metadata expression microarray signals corresponding to WAVE complex members and also *RAC1* and *NDEL1* as independent variables. An expression signal, called prognostic variable, is selected for further analysis if in both cohorts the DDg cutoff value(s) provide discrimination of the patients onto survival risk groups at *P* ≤ 0.05. To keep a reasonable compromise between sample size, the imbalance of distinct risk groups in a patient cohort, reproducibility across the different cohort and prognostic significance of the putative prognostic variables selection step, we were also allowed to include in the prognostic variables set up to two variables, if for a given variable in one dataset (e.g., DFS, Metadata) *P* ≤ 0.15. Thus, the output of 1D‐DDg analysis for Metadata or Rosetta cohorts includes the same list of reproducible prognostic variables (gene IDs) defined by the same gene lists, a similar survival prediction pattern of the identical variable (gene ID), cohort‐specific gene expression cutoff values dichotomizing the patients on to relatively low‐risk (code 1) and high‐risk (code 2) groups [37, 43, 44, 45].

Next, using the results of 1D‐DDg, our two‐dimensional grouping (2D‐DDg) method, and statistically weighted voting grouping (SWVg) we constructed the robust and synergistic multigene prognostic signature. The ability of individual prognostic variables (voting weight) to stratify patients in risk groups is represented by the *P*‐values associated with log‐rank statistics.

#### 2.3.2 Statistically Weighted Voting grouping (SWVg)

SWVg is an automatic method of prognostic feature selection and disease risk prediction that allows the construction of an optimized, multivariable, prognostic classifier [37]. The input data were provided by the 1D‐DDg method. The ability of individual prognostic variables to stratify patients is represented by the *P*‐values associated with the Wald statistic (calculated in the 1D‐DDg). These *P*‐values are used to calculate the relative weight of individual variables in the multivariable classifier. This information is used to construct a decision rule and to assign a patient to one of the risk subgroups.

In practice, the list of genes is ordered in ascending order according to the *P*‐values generated from 1‐DDg. The weight *w_j_* is calculated by the formula

(4) $$w_{j}=\frac{‐\log\left(P_{j}\right)}{\sum_{m=1}^{N}\left(‐\log\left(P_{m}\right)\right)},$$

where *P*_j_ is the *P*‐value of gene *j* in the 1D‐DDg procedure. Then, the new numeric grouping value for sample *i* could be calculated by the formula

(5) $$G_{i}^{N}=\sum_{j=1}^{N}w_{j}G_{\mathrm{ij}},$$

where *N* is the number of genes and *G*_ij_ is the group allocation for sample *i* assigned by gene *j* in the 1D‐DDg. In the case that samples are divided into two groups, patient *i* could be separated into two groups (2 = ‘high‐risk’, 1 = ‘low‐risk’) at a predefined cutoff value (*G*_c_) of $G_{i}^{N}$ with the following:

(6) $$y_{i}^{N}=\left\{\begin{array}{c} 1\left(\text{high}-\text{risk}\right),\text{if}G_{i}^{N}>G_{C}\\ \;0\left({\text{low}}_{\text{risk}}\right),\text{if}G_{i}^{N}\leq G_{C} \end{array}\right.$$

A Cox proportional hazard regression model is estimated by using a univariate Cox partial likelihood function with the method described in the 1D‐DDg procedure. Wald statistic of ${\hat{\beta }}^{j}$ is estimated and serves as an indicator to evaluate the ability of group discrimination for gene *j* at cutoff *G*_c_. The searching space of *G*_c_ is from 0.2 to 0.8, with an increment of 0.01 for each step. The *G*_c_ that provides the minimum log‐rank *P*‐values in the searching space is the optimized *G*_c_. The above‐described procedure is repeated for different *N*, which varies from 3 to the number of genes assigned. The number (*N*_opt_) and combination of genes are optimized for minimum log‐rank *P*‐values.

A similar procedure is applied when the samples are divided into three groups. Two cutoff values (*G*_c1_, *G*_c2_, *G*_c1_ < *G*_c2_) of $F_{i}^{N}$ selected and then used to calculate the grouping variable according to the following formula**:

(7) $$y_{i}^{N}=\left\{\begin{array}{cc} 1 & \;\left(\text{low risk}\right)\text{if}\;G_{i}^{N}>G_{\text{C2}}\\ 2 & \left(\text{intermediate risk}\right)\;\text{if}\;G_{C1}<G_{i}^{N}\leq G_{\text{C2}}\\ 3 & \;\left(\text{high risk}\right)\text{if}\;G_{i}^{N}\leq G_{\text{C1}} \end{array}\right.$$

A Cox proportional hazard regression model and log‐rank statistic estimates are computed. *G*_c1_ in Eqn (7) is searched in the range of 0.2 and 0.44, with an increment of 0.01 for each step, while *G*_c2_ is searched in the range 0.56 and 0.8, with an increment of 0.01 for each step. *G*_c1_, *G*_c2_ are optimized for the minimum value of summation of pair‐wise log‐rank *P*‐values of three survival curves.

The most significant and robust cut‐off value does not always result in balanced groups (i.e., one group may only contain a few patients). In our work, we aim to define risk groups that the smallest group contains at least 10% of the total patients. In cases where ‘the best’ cut‐off value resulted in unbalanced groups, and other values could stratify patients with statistically significant Wald statistics, we opted to use these alternatives.

Note that before the execution of Eqn (7), we recode the group values of the high‐risk group from 2 to 0. Using the modified values to calculate $G_{i}^{N}$ in Eqn (5) will result in $G_{i}^{N}$ closer to 0 for patients with higher risk. Conversely, patients with lower risk will have $G_{i}^{N}$ closer to 1. As a result, patients for whom $G_{i}^{N}>G_{\text{C2}}$ is true will constitute the lower risk group. Patients with $G_{i}^{N}$ that is below *G*_c1_ will be in the high‐risk group. Patients whose $G_{i}^{N}$ falls between *G*_c1_ and *G*_c2_ are classified as moderate risk.

To construct the multivariate prognostic signature, the SVWg starts with paired gene expression data using the two‐dimensional grouping (2D‐DDg) method [37, 44, 45]. For the given two variables domain and the 1D‐DDg determined cutoff values of these variables, the 2D‐DDg identifies two mutually excluded subdomains in the 2D domain that maximize discrimination of all subjects (patients) onto low‐ and high‐risk groups. The possible distinct subdomain combinations in the 2D domain are called ‘designs/models’ of the patient’s grouping.

SWVg adds the next prognostic variable that increases differentiation between risks of the groups and allows a selection of a synergistic multivariable signature based on the summation of the statistically weighting variables in a stepwise multivariable fashion. Less stringent statistical criteria (weights) are used by SWVg when the next most significant prognostic variable is added to the survival prediction model. The sample size and data quality constraints are included in the algorithm allowing the SWVg to minimize the number of prognostic variables (predictors) and reduce the signature identification overfitting risk keeping high confidence and reproducible prognostic multivariate model.

The multivariate method starts with the most significant prognostic variable (1‐st rank predictor) paired with the next most significant predictor. These features in combination provide a synergistic effect, robust prognostic signature, and provide consistency between the signatures derived in the cohorts.

#### 2.3.3 Optimization of the 2D‐DDg method for correlated covariates (gene expression value pairs)

In many datasets, the gene pairs (*A* and *B)* expressions may be correlated positively or negatively due to some context regulatory mechanisms (interaction due to common medical condition(s) and similar treatment). The paired correlation analysis could be used to improve the significance and robustness of patient’s risk group stratification. In this section, we describe an extension of our 2D‐DDg method.

Let *N* denote the number of nonduplicated samples of the population (patient cohort). Let {*X*, *Y*} denote the *N* random variable (r.v.) pairs (e.g., gene expression levels in the *N* samples that associated with *N* patient survival data (event and time after disease diagnostics or last follow up)), where the expression levels *X* and *Y* of the genes *A* and *B*, respectively. If the correlation measure between r.v. *X* and *Y* significant, the DDg defined risk group separation cutoff value (gene expression value determined a patient to the given risk groups) of bivariate r.v., could be optimized due to the variable’s dependence. In such cases, we can define the ‘interaction effect’ (synergy) between *A* and *B* data into 2D‐DDg prediction analysis as follows.

The method calculates the Kendal tau (or Spearman) correlation coefficient between all possible paired of r.v., specifies significantly correlated pairs, and then parameterizes the linear regression model quantifying the stochastic association between two r.v.

(8) Y=α+βX+ϵ,

where *x* is the vector of gene *A* expression values, *x* = {*x*_1_, *x*_2_, … *x_N_*}; *y* is the vector of gene *B* expression values, *y* = {*y*_1_, *y*_2_, … *y_N_*}; ε represents an additive error term that may stand un‐modeled determinants or random statistical noise: ε = {ε_1_, ε_2_, … ε*_N_*} *N* is the number of samples; α and β are parameters of the linear regression model. α is a y‐intersect of the line and β is a slope of the line. We estimate the parameters using the least squares method. The estimated parameter values denote as $\hat{\alpha }$ and $\hat{\beta }$.

Using parameterized Eqn (8) for the vector component pair ($X,Y‐\hat{\alpha }$) defined in the form

(9) $$\left(y_{i}‐\hat{\alpha }\right)=\hat{\beta }x_{i},i=1,2,\ldots \;,N,$$

we calculated the shortest distance of a particular point Q (x,y) from the regression line. To do this, we use a rotation of orthogonal coordinate system formula of point Q {$x,y‐\hat{\alpha }$} as the following

(10) $${\bar{x}}_{i}=x_{i}\cos\gamma +\left(y_{i}‐\hat{\alpha }\right)\;\sin\gamma ,$$

(11) $${\bar{y}}_{i}=‐x_{i}\sin\gamma +\left(y_{i}‐\hat{\alpha }\right)\;\cos\gamma ,$$

Where $\left\{{\bar{x}}_{i},{\bar{y}}_{i}\right\}$ are the coordinates of point Q in the new orthogonal coordinate system rotated on the angle γ. Using trigonometric formula, $\hat{\beta }$ = tanγ, and we obtain.

(12) $${\bar{x}}_{i}=\left(x_{i}+\hat{\beta }\left(y_{i}‐\hat{\alpha }\right)\right)/{\left(1+{\hat{\beta }}^{2}\right)}^{1/2},$$

(13) $${\bar{y}}_{i}=\left(‐\hat{\beta }x_{i}+\left(y_{i}‐\hat{\alpha }\right)\right)/{\left(1+{\hat{\beta }}^{2}\right)}^{1/2},$$

Equations (12,13) are used in our study for the calculation of new coordinates of the objects and corrected cutoff values $C\left\{{\bar{x}}^{*},{\bar{y}}^{*}\right\}$ defined by DDg for prediction of the low‐ and high‐risk groups in the patient cohort.

We included and used our rotation of orthogonal coordinate system approach in the 2D‐DDg method to improve the significance of the patient's separation on the relatively low‐ and high‐risk groups. Our analysis showed that in the high‐correlated genes, this method improves the statistical significance of results obtained in DDg methods, but also could lead to more robust grouping and reproducibility of the risk model across distinct patient cohorts. For instance, in the case of *ABI1‐ BRIK1* pair of the Rosetta cohort, our standard 2D‐DDg survival prediction analysis of DMFS provided near the borderline statistical significance of patients grouping (*P* < 0.05). However, a strong positive correlation between expressions of these two genes was found (*P* < 0.0001), suggesting common coregulatory mechanisms.

#### 2.3.4 Prognostic models, correlations, and reproducibility of the ABI1‐based prognostic signature genes

According to our selection criteria of prognostic variables (Methods), 1D‐DDg selected 5 genes of WAVE complex (*ABI1*, *BRK1*, *CYFIP1*, *CYFIP2*, and *WAVE3*) and 2 genes (*RAC1* and *NDEL1*) encoding the proteins RAC1 and NADEL exhibit ‘interaction’ with WAVE complex components. Our 7 genes were representative be unique probe sets on Affymetrix U133 A&B and Rosetta microarray platforms (Table S1). Figs. S3,S4 and Table S2 show that across different microarray platforms DFS and DMFS survival patterns *ABI1*, *BRK1*, *CYFIP1*, and *RAC1* are commonly reproducible and classified as pro‐oncogenic, while *CYFIP2*, *NDEL1*, and *WAVE3* are mostly classified as tumor suppressor‐like genes. However, because the system of interactive molecules is open, stochastic, and nonlinear for some genes (e.g., *WAV3*), the variations of these prognostic properties (as a component of the system) could be unstable and expressed alternative functions.

Note that over data sets and event types (e.g., DFS, DMFS), the prognostic pattern of expression changes for some individual genes (e.g., *WASF3*) was in some cases not the same (classified as proto‐oncogene or tumor suppressor like). However, the pro‐oncogenic pattern (upregulated expression–poor prognosis) of *ABI1*, *BRK1*, and *RAC1* or the ‘tumor suppressor’ pattern (upregulated expression–good prognosis) of *NDEL1* and *CYFIP2* expression was highly reproducible between our datasets.

In the context of co‐expression, the METABRIC, Rosetta, and Metadata data, *ABI1* expression is positively correlated with the expression of *BRC1*, *CYFP1*, and *NDEL1*. It is also not correlated with *RAC1* expression and is negatively correlated with *CYFP2* expression.

### 2.4 Mouse primary tumors RNA‐seq

Gene expression profiles from primary breast tumors of PyVT heterozygous and homozygous mice with and with *Abi1* disruption were detected with the Illumina NextSeq platform (GSE162815). Two tumors from a single mouse from each of the four groups were sequenced. Two runs were performed on consecutive days for increased depth. Illumina’s breast cancerl2fastq program was used for the conversion of base calls to FASTQ files. This resulted in two read files due to the paired‐end sequencing protocol. STAR was used to align sequences to the GRCm38/mm10 mouse genome. STAR was also used for the quantification of reads per gene. Raw counts between tumors and days for each genotyped were summed for maximum depth. Fold change was calculated between *Abi1* wild‐type and *Abi1* knockout mice for each genotype.

### 2.5 Animals

Transgenic PyMT mice (JAX no. 022974; C57BL6) and mammary‐specific *Cre* mice (JAX no. 003553, Line D; mixed strain) were purchased from Jackson Laboratory. *Abi1*‐floxed mice were generated by the Kotula Laboratory [16] (MGI : 4950557; Abi1^tm1.1Lko^, C57BL6). Female PyMT mice with conditional *Abi1* knockout were generated by crossing PyMT transgenic males to homozygous Abi1 females to produce PyMT transgenic males heterozygous for Abi1 floxed allele (PyMT; Abi1 fl/wt). PyMT; Abi1(fl/wt) males were backcrossed to homozygous Abi1 females to produce PyMT; Abi1(fl/fl) males. In parallel, transgenic Cre animals were crossed with homozygous Abi1 animals to generate transgenic Cre animals heterozygous for Abi1 [MMTV‐Cre; Abi1(fl/wt)]. To generate experimental animals, male PyMT; Abi1(fl/fl) were crossed to female MMTV‐Cre; Abi1(fl/wt). All breeders used were at least 8 weeks of age. Genotyping was performed using ear snips (Transnetyx, Cordova, TN). As mammary glands were the tissue of interest, only female experimental animals were analyzed. Female animals were sacrificed at designated time points (5, 7, and 12 weeks, for developmental studies, *n* = 5 animals per genotype; or seven weekly time points starting with the tumor detection (at week 0, 1, 2, 3, 4, 5, and 6, *n* ≥ 6 mice), when tumors reached 2.0 cm, or when animals displayed signs of distress as per the guidelines of the National Research Council Committee on Recognition and Alleviation of Distress in Laboratory Animals. For primary and lung metastasis tumor studies, animals (*n* ≥ 6 mice) were sacrificed age between 17 and 26 weeks. All animals used in the studies described herein were housed in ventilated microisolator caging under HEPA‐controlled environmental conditions and maintained under the supervision of the SUNY UMU Institutional Animal Care and Use Committee (IACUC no. 393).

### 2.6 Tumor palpation and measurements

Starting at weaning age, all female PyMT animals were palpated and measured for tumors biweekly. Tumor measurements and volume calculations were performed as previously described [48]. Total tumor burden over time was calculated for each animal (*n* = 6/genotype) and was plotted against the time since primary breast tumor was detected by palpation.

### 2.7 Mathematical Models and Estimated parameters in analyses of primary tumor kinetics and pulmonary metastatic node’s size frequency distribution

We estimated parameters of the tumor volume kinetics using the exponential function

$f\left(t;a,b\right)=\left(a‐b\right)\;*\;\exp\left(\mathrm{ax}\right)$,

where *t* is time, parameter *a* is the rate of cell volume growth, and (*a* − *b*) is the initial tumor volume. sigmaplot‐13 software was used to perform nonlinear regression analysis and the results visualization.

### 2.8 Proliferative activity and histological parameters of the mouse primary tumors

Mouse mammary parenchyma less than (<20 weeks) or greater than 20 weeks (>20 weeks) of age were examined by a blinded pathologist. Histologic sections of healthy control, homozygous control, heterozygous control, homozygous *Abi1*(KO, −/−), and heterozygous *Abi1*(KO, −/+) breast parenchyma were compared. The murine grades were determined according to published histologic criteria [35]. The Ki‐67 index is expressed as percent positivity from 500 nuclei counted in areas of highest positivity. The comparative analysis was performed for each group of mice vs normal and corresponding negative contours (breast parenchyma) of heterozygous *Abi1* (KO, −/+) and homozygous *Abi1* (KO, −/−) samples. Unpaired nonparametric Mann–Whitney U‐test was performed at *P* < 0.05.

### 2.9 Lung metastasis quantification

To quantify the metastatic area throughout the lung tissue, three 5μm sections from formalin‐fixed paraffin‐embedded mouse lungs (sectioned every 50 μm) were collected from each group (*n* ≥ 6 animals per genotype), stained with hematoxylin and eosin and imaged using an Omnyx digital pathology scanner (GE Healthcare, Boston, MA, USA) [49]. Images were quantified for the total number of metastatic foci using imagej software (NIH) and subjected to statistical analyses.

### 2.10 Western blot analyses

Western blots were performed as previously described [16]. Blots were probed with the following primary antibodies: ABI1 (Rockland, Pottstown, PA, USA; 1 : 1000), ABI2 (P‐20, Santa Cruz Biotechnology, Dallas, TX, USA; 1 : 500), ABI3 (GeneTex, Irvine CA, USA; 1 : 1000), WAVE1 (K91/36, MilliporeSigma, Burlington, MA, USA; 1 : 1000), WAVE2 (H‐110, Santa Cruz Biotechnology, Dallas, TX, USA; 1 : 1000), WAVE3 (W4642, Sigma‐Aldrich, St. Louis, MO, USA; 1 : 1000), or β‐actin (AC‐15, Sigma‐Aldrich; 1 : 10 000). Blots were incubated with SuperSignal West Pico or Femto ECL reagents (Thermo Fisher, Waltham, MA, USA) and imaged using a PxiTouch imaging system (SynGene, Bengaluru, Karnataka, India).

### 2.11 Immunohistochemistry, histology, and whole mount analysis

Immunohistochemical staining was performed with antigen retrieval following standard protocols. Tissue sections of normal mammary tissue were stained with anti‐CK8 (TROMA‐I, DSHB, Iowa, 1.1000) and anti‐CK14 (PRB‐155P, Covance, 1.250). Tumor sections (≥ 3 animals/genotype) were stained with the following antibodies : ABI2 (P‐20, Santa Cruz Biotechnology, 1.250), WAVE1 (K91/36, Millipore, 1.250), WAVE2 (H‐110, Santa Cruz Biotechnology, 1.250), and WAVE3 (Abreast canceram ab110739, 1.100). Stained sections were mounted on coverslips using Cytoseal XYL (Fisher) and imaged using a Nikon Eclipse Ci‐L upright microscope. Formalin‐fixed tumor specimens were stained with hematoxylin and eosin for histopathologic review. Grading of murine tumors was performed according to Fluck and Schaffhausen’s review of the model pathology [35]. Briefly, tumors were assigned a score of 0 (normal breast parenchyma), 1 (mammary hyperplasia consisting of dense lobules), 2 (mammary intraepithelial neoplasia; the murine correlate of ductal carcinoma *in situ*), 3 (early carcinoma characterized by early stromal invasion), or 4 (late carcinoma). The mitotic rate was determined by counting the number of mitotic cells in 10 high‐power fields (hpf). The mitotic rate was calculated for the areas of the tumor with the highest grade. Tumor sections were also stained with Ki‐67, with nuclei in cells in the highest grade areas counted to determine expression, which was reported as the percentage of positivity.

For whole mount staining, mammary glands were processed as previously described [50]. Stained whole‐mounted tissues were imaged using a Nikon D610 camera, and images were subjected to morphometry using ImageJ software (NIH). Terminal end buds, ductal length, and ductal branching were quantified as previously described [51, 52].

### 2.12 Statistics

Each cellular or biochemical experiment had technical (*n* ≥ 3) and biological (*n* ≥ 3) repeats. To determine statistically significant differences involving more than 2 biological groups, we used 1‐way and 2‐way ANOVA followed by *t*‐test, nonparametric tests, generalized univariate and multivariate linear models, correlations other analyses as stated elsewhere in the manuscript using Statistica 13, StatSoft); *P*‐value less than 0.05 was considered significant. Categorical data analyses were carried out using Sytel Studio‐9 software (Sytel Inc. Pume). Kinetic analysis and nonlinear models parameterization were done using SigmaPlot‐13 (systat Software takes) software.

### 2.13 Ethics approval and consent to participate

All animal studies were performed according to guidelines approved by the Institutional Animal Care and Use Committee of SUNY Upstate Medical University (Protocol no. 393). Publicly available datasets were used for all patient‐associated bioinformatics analyses in this manuscript.

## 3 Results

### 3.1 Upregulation of ABI1 gene expression in primary breast cancers correlates with aggressive, basal‐like phenotype and metastatic predisposition

ABI1 is an essential part of the WAVE regulatory complex, a major promoter of actin filament nucleation is often exploited by invasive tumor cells [53]. To elucidate the significance of the ABI1 in the pathobiology of human breast cancer, we carried out a retrospective analysis of METABRIC data of 1904 breast cancer patients (Fig. 1). We found that expression of ABI1 in primary tumors is strongly associated with copy number alterations (CNA) (Fig. 1A), overexpression with histologic grade 3 (Fig. 1B). There was a significant negative correlation ABI1 mRNA as well as ABI1 CNA with ER(+) status (Fig. 1C) and no correlation with the lymph node (LN) status of the patients (Fig. S5).

**Fig. 1:**
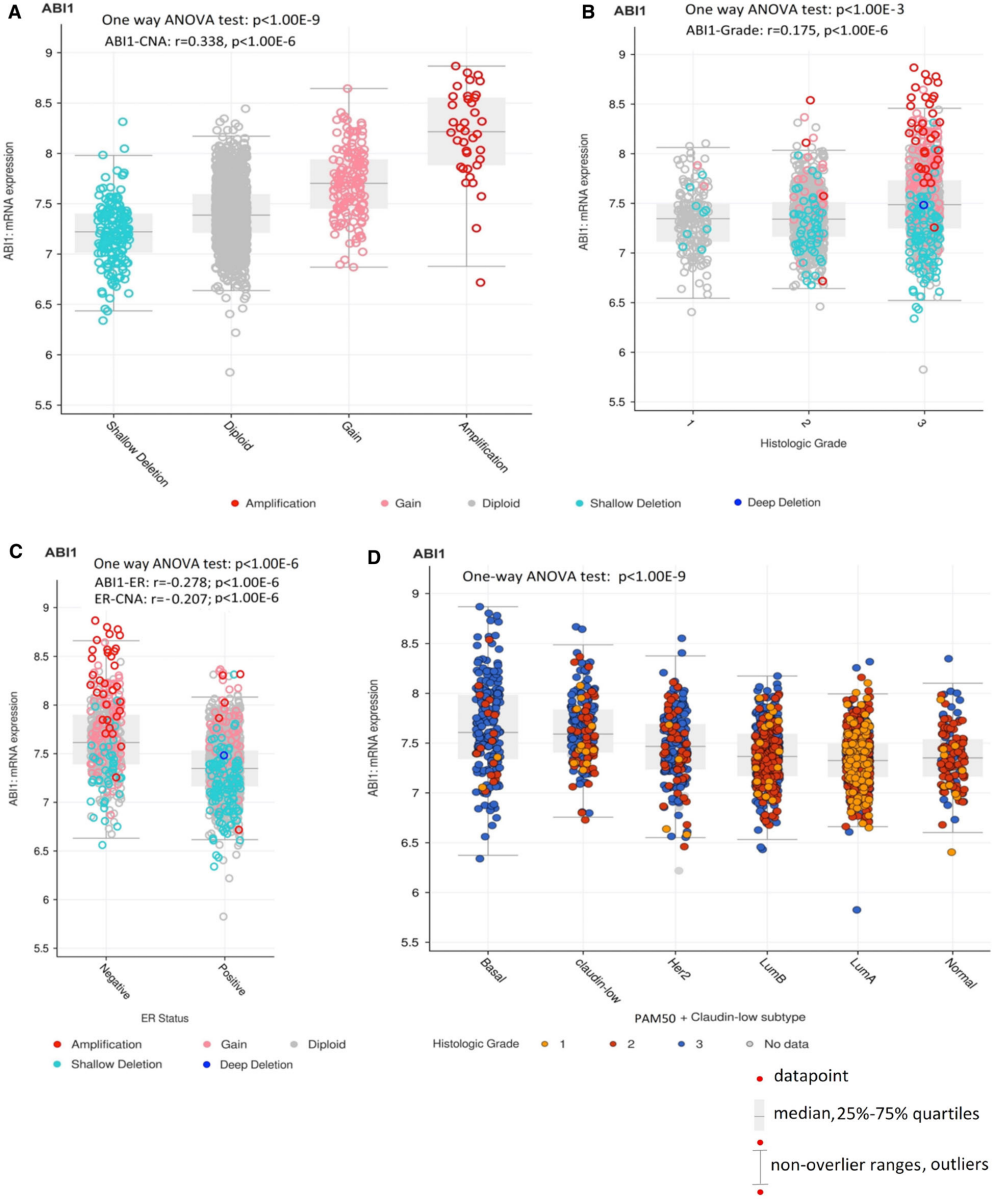
*ABI1* expression alteration is associated with copy number alteration (CNA) and high‐aggressive basal‐like breast cancer. Box Plots: (A) Putative *ABI1* DNA copy number alteration (CNA) drives *ABI1* transcription level in subpopulations of primary breast cancer patients [42]. The gene expression, CNA, tumor samples, and clinical datasets representing 1904 primary breast cancer samples were downloaded from METABRIC dataset (https://www.cbioportal.org/). CNA categorization is the following: shallow deletion: 1 (*n* = 166), diploid: 2 (*n* = 1554), gain: 3 (146), and amplification: 4 (*n* = 38). One‐way ANOVA test (Statistica 13) showed significant differences in the *ABI1* expression between the groups and also in the entire cohort (*P* < 1.00E‐9). Furthermore, the transcription level of *ABI1* is highly significant and positively correlated with CNA ((*r* = 0.338; *P* < 1.00E‐6; estimated by Spearman). (B) *ABI1* transcription level positively correlated with histologic grades (univariate and bivariate linear regression models testing shown significance at *P* < 1.00E‐6), however (C) negatively correlated with ER status. Bivariate linear regression models (Statistica 13) showed that both expression *ABI1* expression level and CNA are significant (*r* = −0.278; *P* < 1.0.00E‐6 and *r* = −0.207, *P* < 1.00E‐6 respectively); however, the *ABI1* expression provides a major contribution in the bivariate linear regression function). Correlate coefficients in (B) and (C) were calculated by Kendall. (D) *ABI1* overexpression is associated with basal‐like and claudin‐low breast cancer subtypes and aggressiveness of breast cancer scoring also by histologic grade. PAM50 (Basal‐like, HER2(+), luminal B, luminal A, normal‐like), and claudin‐low subtypes were ranked‐order according to the trend of decreasing of *ABI1* expression. One‐way ANOVA test (Statistica 13) showed significant differences in the *ABI1* expression between basal‐like, claudin‐low subtypes and other subtypes (*P* < 1.00E‐6). *ABI1* expression in the HER2 subtype was significantly higher than in luminal B or luminal A tumor subtypes (*P* < 1.00E‐6) and higher but less significant than in the normal‐like tumor subtype (*P* = 001). A negative trend in the *ABI1* expression across rank‐ordered tumor subtypes was mostly defined by relative overexpression of Basal‐like and claudin‐low tumor subtypes; it was highly significant (one‐way ANOVA; *P* < 1.00E‐9; Statistica 13).

Moreover, ABI1 overexpression is associated with highly aggressive (grade 3) basal‐like and claudin‐low breast cancer subtypes (Fig. 1D). Additionally, using cBioPortal for Cancer Genomics tools (https://www.cbioportal.org/), we observed that high‐expressed and gained and amplified CNA *ABI1* are significantly enriched in the high genome instability integrative cluster 10 [42]. The cluster 10 molecular subtype is enriched by basal‐like cancer subtype tumors and clinically defined as triple‐negative, highly aggressive, drug resistance, and high‐risk metastasis tumor genes that includes numerous signaling molecules, transcription factors, mitotic, and other cell division genes associated in trans with this deletion event in the basal cancers, including alterations in *AURKB*, *BCL2*, *BUB1*, *FOXM1*, *KIF2C*, *KIFC1*, *RAD51AP1*, *TTK*, and *UBE2C*. Notably, many of these molecules are included genetic grade and poor survival outcome signatures [40, 42, 54, 55]. For instance, TTK (MPS1), a dual‐specificity kinase that assists AURKB in chromosome alignment during mitosis and promotes aneuploidy in breast cancer [42].

Thus, ABI1 expression shows strong positive correlates with histologic grading, negative correlation with ER status, and represents correctly the known ranked‐order of breast cancer subtypes according to their genetic grading classification (Fig. 1A–D; [40, 42, 52, 54, 55]). These findings allow us to consider ABI1 transcription level as a functional score of indicating (a) this gene locus instability, (b) ER(‐) status of the primary tumor, (c) histologic grading system estimator, and iv) a genetic variable that represents correctly known ranked‐order of breast cancer subtypes that reflect genetic grading and drug sensitivity/resistance of the tumor subtypes/groups.

Additionally, multivariate testing ABA1 expression variation as a random function of CNA, ER status, and tumor subtypes showed that CNA in basal‐like tumor subtype samples provides a major explanatory contribution of *ABI1* expression variation in our data (*P* < 1.00E‐6; two‐way ANOVA, Statistica 13).

### 3.2 Survival prediction analysis identifies *ABI1* as breast cancer metastasis prognostic marker and an important component of the multigene metastasis prognostic signature

We analyzed associations of survival data with microarray gene expression profiles of well‐established publicly available breast cancer datasets 39, 40, 41. These datasets were used to construct our Metadata and Rosetta microarray datasets (Methods, Supplementary Methods).

Firstly, we focused on the identification of the role of ABI1 expression in breast cancer survival associated with cancer progression/recurrence (defined DFS time) and metastatic process (DMFS time). Table S1 provides *ABI1* annotation and unique probe sets on Affymetrix U133 A&B and Rosetta microarray platforms utilized in our analysis. For stratification of the patients onto risk groups, we utilized 1D‐DDg, which approximates patient risks by analyzing the survival time functions of two (or more) patient groups given by the prognostic variable cutoff value(s) estimated statistically in a given patient cohort (Methods, Supplementary Methods). The examples of implementation of 1D‐DDg results for Rosetta and Metadata cohorts are presented in Figs. S3 and S4. Each figure shows the gene panels of two K‐M plots of disease‐free survival (DFS) (Fig. S3) and distant metastasis‐free survival (DMFS) (Fig. S4), respectively. The groups of the patients assigned to relatively low‐risk (step function line indicated by black color) and high‐risk (step function line indicated by red color) K‐M survival functions are defined by the gene expression cutoff value calculated by 1D‐DDg. The group with higher mean survival time is labeled as ‘low risk’, while the group with lower mean survival time is labeled as ‘high risk’. According to this classification, two possible relationships exist for the patients with lower and higher risks and the expression pattern of a given gene (higher expressed, lower expressed). In the case of a parallel pattern, ‘higher risk – the higher the expression’ or ‘low risk – the lower the expression’, the relatively higher prognostic gene expression level is associated with the poorer prognosis (a gene exhibits pro‐oncogenic behavior). In the case of antiparallel pattern ‘higher risk – the lower the expression’ or ‘lower risk – the higher the expression’, the relatively higher prognostic gene expression level is associated with better prognosis (a gene exhibits tumor‐suppressive‐like behavior).

Importantly, the prognostic association ‘higher risk – the higher the expression’ of ABI1 was statistically significant and reproducible over breast cancer cohorts (Figs. S3–S4). These results consist of our 1D‐DDg analysis of the gene expression of the *ABI1* gene and ABI1 protein in breast cancer patients found in RNA‐seq and proteomics databases (Fig. S6).

We propose that the high‐risk group of patients in our cohorts is associated with a higher frequency of metastatic events. Indeed, the metastasis event enrichment analysis (Table S3) showed that in both cohorts, the higher risk group was significantly enriched by metastatic events vs. the lower risk group. The fold change (FC) enrichment of metastatic event and *P*‐value was calculated using the exact test of two binomial distributions that showed FC = 1.38, *P* = 0.05 in Rosetta and FC = 1.96, *P* = 0.033 in Metadata dataset, respectively.

Next, we used the results generated by the 1D‐DDg survival prediction method, which automatically selects survival significant prognostic variables (survival significant genes represented by microarray probes), as the input data for the 2D‐DDg [29, 32] that identifies the interaction effect between paired prognostic variables (gene pairs) [29, 32]. Fig. S7 shows the result of the implementation of 2D‐DDg survival prediction to Rosetta data (DFS and DMFS, respectively). These results show that in most gene pairs ABI1 improves the balance between risk groups and in some cases the bivariate partition of the patients provides more confident risk group differentiation. Similar results were observed for the Metadata data set (not shown).

Interestingly, in both our cohorts, *ABI1* expression is positively correlated with the expression of *BRK1*, *CYFP1*, and *NDEL1*, but is not significantly correlated with the expression of *CYFP2*, *WASF3*, and *RAC1* (*P* < 0.05, Spearman). These findings in most cases consist of the correlation analysis of *ABI1* and other gene expression from the METABRIC datasets (Table S4). Note *WAVE3*, *CYFIP1* prognostic models may be more data variation‐ and noise‐sensitive.

Finally, the SWVg algorithm was used to construct a survival group prediction model based on the combinations of 1DDg‐defined gene expression level models. Fig. 2A–D shows that in both Rosetta and Metadata cohorts, the method revealed a high confidence stratification of the patients onto three risk groups with high, intermediate, and low metastasis‐free survival time, called the ABI1‐based 7‐gene prognostic signature. Similar results were obtained for DFS time (results are not shown). Overall, the genes of the ABI1‐based 7‐gene prognostic signature provide robust functional associations and high‐confidence survival prediction properties.

**Fig. 2:**
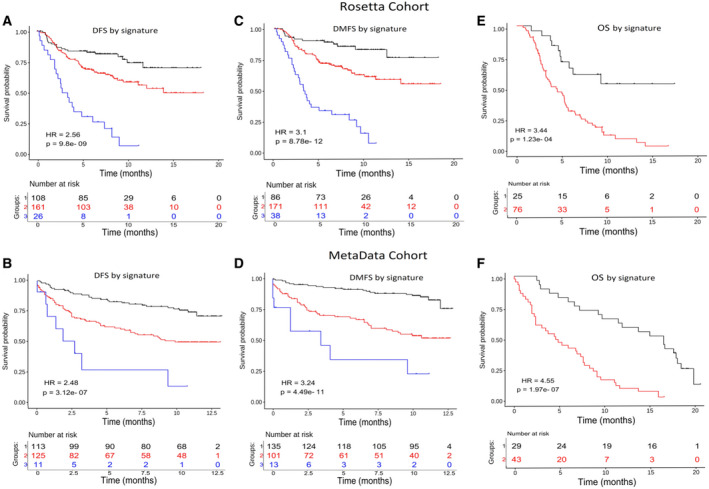
*ABI1*‐based prognostic signature predicts disease‐free and metastatic‐free survival risks. The disease‐free survival (DFS) and disease metastasis‐free survival (DMFS) of patients stratified based on the *ABI1*‐associated signature derived by our survival prognostic analysis method (see Methods for details) is shown using Kaplan–Meier survival curves for Rosetta (A, C) and MetaData cohorts (B, D). The Wald statistic *P*‐value and hazard ratio (HR) associated with the partitioning of the patients into distinct risk groups are also shown (see methods for details). Our method computationally categorizes each covariate (expression level of a gene) as a binarizing risk factor and stratifies each patient according to the multivariate expression pattern of the genes included in the signature (Table S1). In panels A, B, C, and D: black color line = ‘low‐risk’, red = ‘intermediate risk’, blue = ‘high‐risk’ groups. Panels E and F represent the overall survival (OS) time functions for the patients with metastasis detected after diagnostic and following surgical treatment. The black color line is associated with the group of patients with relatively better disease outcomes, while the red color is associated with patients with poor disease outcomes. The tables at the bottom of plots show the number of patients who survived in the predicted groups more than the given time point.

### 3.3 ABI1‐based prognostic signature as a predictive tool for a metastatic event of breast cancers

Importantly, the ABI1‐based prognostic signature could serve as a predictive tool for a metastatic event of breast cancer patients. Indeed, Table S5 shows that in the case of DMFS the high‐ and intermediate‐risk groups are highly enriched for patients with metastatic breast cancer events compared to the low‐risk group (62% and 44% vs. 15% for Metadata and 79% and 34% vs 15% for Rosetta cohorts). The median and mean time values of metastatic events showed an inverse order in these risk groups. These findings suggest that our signature values defined in primary breast cancer samples can be used for the quantitative prediction of distant metastasis events and the time interval of metastatic event occurrence.

Using our ABI1‐based prognostic signature genes and specifying their expression cutoff values as done before, we were able to further stratify patients with metastatic events into relatively lower and higher OS time risk groups (Fig. 2E‐F). These results suggest that the *ABI1* and other genes of the prognostic signature are involved in the progression toward metastatic disease and may be mechanistic regulators of a subset of metastatic breast cancers.

To compare the prognostic significance, we used Rosetta and Metadata cohort's clinical and gene expression data and compared the ABI1‐based 7‐gene prognostic signature with commonly used clinical markers: estrogen receptor (ESR) and lymph node (LN) status (Fig. S5). While ESR status shows significant differences in DMFS in the survival of the Rosetta cohort (low vs. high expression) (Fig. S5A), it was not a predictive factor in the Metadata cohort (Fig. S5C). An opposite prognostic pattern was observed for LN status: It is not significant in the Rosetta cohort (Fig. S5B) but shows prognostic significance in the Metadata cohort (Fig. S5D). Additionally, univariate and multivariate analyses showed that LN and ER status is insufficient for reliable prediction of 3 risk groups (not shown).

Overall, the ABI1‐based prognostic signature provided robust, reproducible, and high confidence prediction models of DFS, DMFS, and OS (Figs. 1,2, Figs. S3‐S4, Tables S2,S5) and demonstrates high performance across different cohorts (Fig. 2; Table S2). Reproducibility of risk stratification of the patients with metastases in the Rosetta and Metadata datasets based on OS time supports this statement. Furthermore, the Abi1‐based signature predicts distant metastatic events more accurately than commonly used clinical factors (Table S6).

### 3.4 Loss of Abi1 does not grossly affect the long‐term development of normal mammary glands

While implicated in breast tumor progression, the role of ABI1 in normal mammary tissue remains unknown. To ensure that phenotypes that may be observed in our *Abi1* knockout (KO) breast tumor model result from the effects of ABI1 protein loss on tumor progression and not from an otherwise global effect on breast tissue, we conditionally deleted *Abi1* from mammary epithelial cells of non‐tumor‐bearing animals. As with most mammals, mouse mammary gland development occurs postnatally [56]. Mice are born with rudimentary mammary fat pads that develop into functional mammary glands upon the onset of puberty. Beginning at 5 weeks of age, the ductal tree begins to penetrate the mammary fat pad and continues until sexual maturation. This dynamic tissue reconstruction allows for examination of classical mammary structures such as ductal branches and terminal end buds (TEBs) (for an extensive review of mammary gland development, refer to Inman et al. [56]). Expression of the mammary‐specific CRE recombinase is under the control of the murine mammary tumor virus (MMTV) promoter and begins at ~ 21 days, allowing us to observe phenotypic changes in normal mammary gland tissue upon ABI1 loss [57].

To determine the effects of ABI1 loss on the development and structural integrity of normal mammary tissue, a whole mount analysis was performed on the inguinal mammary gland (see Materials and Methods). Gross examination revealed a modest impact of ABI1 loss on mammary gland development (Fig. 3A). We examined changes in the total number of terminal end buds (TEBs) as well as the number of ductal branches and total ductal tree length. TEBs are highly proliferative, tear‐shaped structures found at the distal end of the ductal tree that penetrate the mammary fat pad to facilitate ductal tree elongation and are involute upon completion of ductal tree extension [56]. Morphometry of mammary gland whole mounts showed a significant increase in the number of TEBs upon homozygous ablation of the *Abi1* gene and a trend toward increased branching, the latter of which did not reach significance (Fig. 3B,C); however, this does not seem to impact long‐term gland development, as ductal tree elongation remained unaffected (Fig. 3D). Heterozygous *Abi1* KO glands showed sustained TEB counts in 5‐ and 7‐week‐old whole mounts (Fig. 3B‐D).

**Fig. 3:**
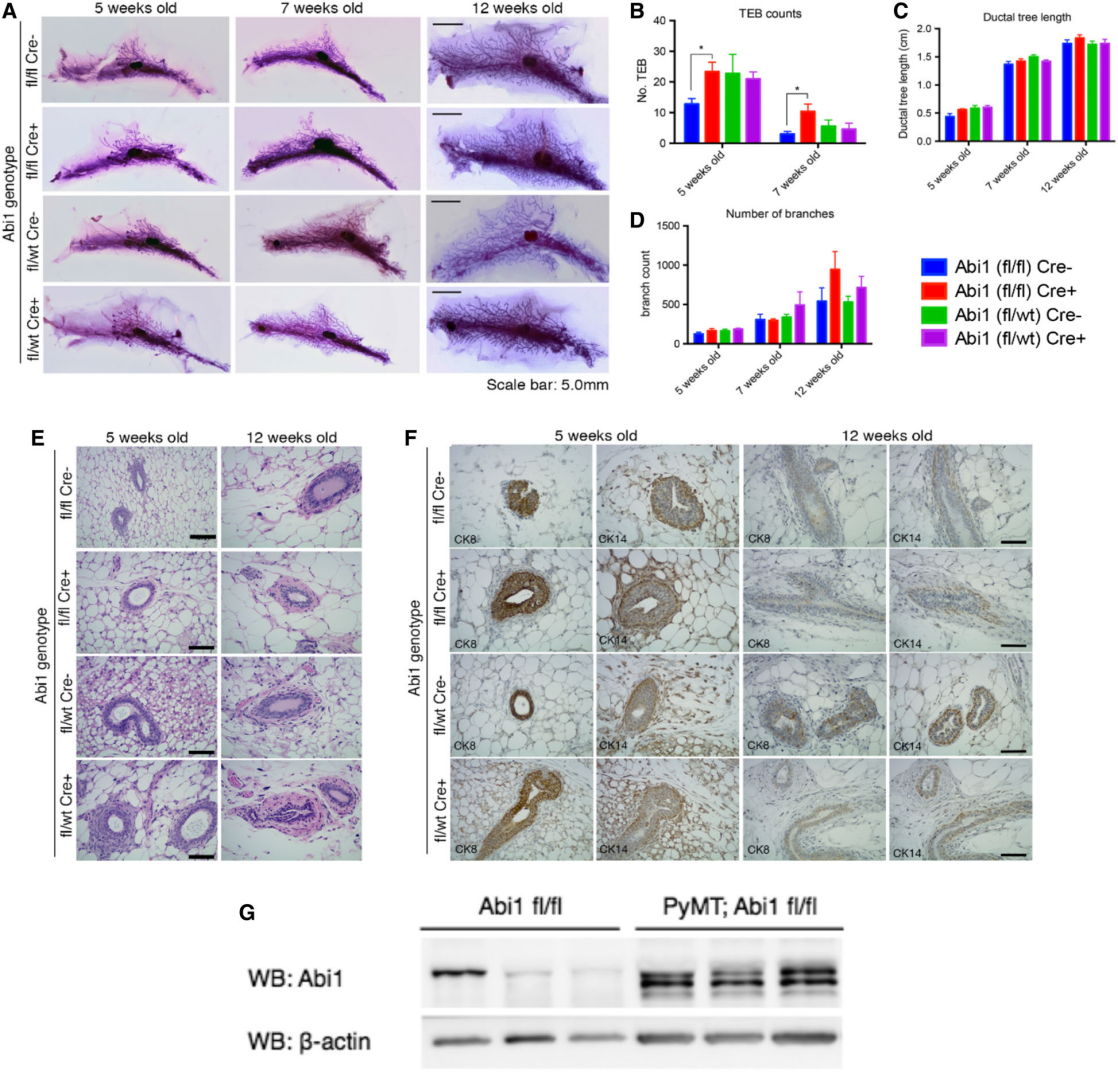
*Abi1* loss does not impact the long‐term development of healthy mouse mammary glands. (A) Whole‐mount analysis of the inguinal mammary gland stained with Carmine Alum reveals no gross changes in gland anatomy at 5, 7, or 12 weeks of age after CRE‐mediated deletion of *Abi1*. Morphometry of whole mounts reveals a significant increase in the number of terminal end buds in homozygous ABI1 null glands (B); however, this does not affect the elongation of the ductal tree (C) or the number of ductal branches (D). Scale bar, 5.0 mm. (E) Histological staining of mammary gland sections reveals no changes in tissue organization after CRE‐mediated loss of *Abi1*. Scale bar, 100 μm. (F) Immunostaining of mammary sections using markers for luminal epithelial cells (CK8) and myoepithelial cells (CK14) reveals sustained organization of the ductal epithelium in both control and ABI1 null mammary glands. Scale bar, 50 μm. Error bars indicate SEM. (* indicates *P* < 0.05, Student’s *t*‐test; *n* = 5 animals/genotype). (G) WB analysis indicates enhanced expression of Abi1 in mammary epithelium of Abi1(fl;fl) PyMT mice vs. Abi1 floxed mice Abi1 (fl;fl). Each lane represents one mammary gland (Abi1 fl;fl) or tumor [PyMT: Abi1(fl/fl)], (*n* = 3 mice).

In addition to dynamic tissue reorganization, mammary glands also have classically defined ductal structures. Murine mammary ducts are defined as lumens lined by an inner layer of luminal epithelial cells and an outer layer of myoepithelial cells [56]. Thus, analysis of this cellular organization would indicate whether there are organizational defects within the mammary duct upon *Abi1* deletion. Gross pathological examination of hematoxylin and eosin (H&E)‐stained mammary gland sections show the unaltered organization of epithelial cells and connective tissue within ducts (Fig. 3E). Immunohistochemical staining for cytokeratins 8 and 14, which mark myoepithelial and luminal epithelial cells, respectively, shows similar staining patterns in control and *Abi1*‐null mice (Fig. 3F) [58]. Taken together, we show that ABI1 loss does not affect the long‐term mammary gland development of healthy mice.

### 3.5 ABI1 protein level and gene dose regulate tumor growth in PyMT animals

*ABI1* overexpression has been implicated in promoting an aggressive breast cancer phenotype; however, its exact role in mammary tumor progression is still unclear 32, 33, 34. First, we established that PyMT transgene induces expression of *Abi1* in primary tumors vs. normal mammary gland epithelium of *Abi1* floxed mice (Fig. 3G); therefore, we concluded that PyMT mouse recapitulates overexpression of *ABI1* observed in human tissue, and thus, it is an appropriate model to examine the role of *ABI1* in breast cancer tumor progression. 

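Total RNA of 8 primary mammary tumors from 4 PyMT mice was sequenced as stranded paired-end libraries after removal of ribosomal RNA. PyMT mice express the middle T antigen of polyomavirus in the mammary gland and form tumors there, and the MMTV-driven Cre recombinase deletes floxed Abi1 in mammary epithelium. Each genotype was a single mouse with 2 tumors. The heterozygous control was mouse G144 (fl/wt, Cre−; tumors 6 and 8) and the heterozygous KO was mouse G164 (fl/wt, Cre+; tumors 3 and 6). The homozygous control was mouse G184 (fl/fl, Cre−; tumors 6 and 9) and the homozygous KO was mouse G174 (fl/fl, Cre+; tumors 1 and 6). By Table S8, G144 and G174 were 20 weeks old and G164 and G184 were older. The authors aligned the reads to GRCm38/mm10 with STAR and counted them per gene with the same program, and each tumor was read on 4 lanes in 2 runs. Counts on the reverse strand were used here and summed over lanes and runs, because the libraries are stranded and the forward strand held 4.76% to 6.80% of the stranded counts. The counts printed in Table 1 and Table S7 are sums of the unstranded counts, and all 72 of them were obtained again from that column. The total over genes was 66713353 and 56779412 counts in tumors 6 and 8 of G144, and 50346075 and 60571343 in tumors 3 and 6 of G164. It was 69264893 and 66117015 in tumors 6 and 9 of G184, and 66798302 and 67587829 in tumors 1 and 6 of G174. The variance between counts, relative to counting error and averaged over genes, was 1.01 to 1.03 between the lanes of a run and 1.11 to 1.15 between the runs of a tumor. Between the tumors of a mouse its mean over genes was 44.7 to 113 and its median 7.95 to 19.6, so for most genes the tumors, not the depth, set the error. Of 55385 genes, 22187 passed the filter of edgeR on low counts and were scaled by TMM and expressed as CPM. They were compared between mice by the quasi-likelihood test of edgeR over all 8 tumors, with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. With 1 mouse per genotype, these p-values measure the spread between tumors of a mouse, and genotype and mouse cannot be told apart. Fold changes are given as KO over control.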

To determine efficiency of *Abi1* gene loss in our *Abi1* KO PyMT animals, we performed deep RNA‐seq analysis of representative primary tumors of each genotype (Table 1). We found that *Abi1* gene expression follows gene dosage effect as expected: 15.4‐fold in homozygotes and 2‐fold in heterozygotes vs. their respective controls. 

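Abi1 was lower in the tumors of both Cre-positive mice, and the more so where both alleles were floxed. The gene, which encodes an adaptor subunit of the WAVE complex, lies on chromosome 2 of GRCm38 from 22940073 to 23040241 (ENSMUSG00000058835.14). It was measured at 121 ± 13.4 CPM (SD, n = 2 tumors) in the heterozygous control and at 64.9 ± 2.53 CPM (SD, n = 2) in the heterozygous KO. The homozygous control had 118 ± 6.00 CPM (SD, n = 2) and the homozygous KO 7.70 ± 1.74 CPM (SD, n = 2). The log2 fold change was −0.89 (standard error 0.16, adjusted p = 0.0362 from edgeR) in heterozygotes, a 1.86-fold decrease. In homozygotes it was −3.94 (standard error 0.18, adjusted p = 0.000297 from edgeR), a 15.3-fold decrease. The homozygous change exceeded the heterozygous one by −3.05 on the log2 scale (standard error 0.23, adjusted p = 0.000889). The control mice differed by −0.03 (standard error 0.16, adjusted p = 0.918). Every control tumor lay between 111 and 130 CPM, the heterozygous KO tumors at 63.1 and 66.7 CPM and the homozygous KO tumors at 8.93 and 6.47 CPM. The homozygous KO mouse retained 1016 counts of Abi1, against 15948 in its control. The heterozygous decrease lost its call without either tumor of G144 (adjusted p = 0.182 and 0.115), of G164 (0.168 and 0.175) or of G184 (0.0517 and 0.0572), with log2 fold changes of −0.78 to −1.02. From the fold changes of the KO mice against their respective controls, the paper concludes that Abi1 expression follows the dose of the gene.

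**Figure D1:**
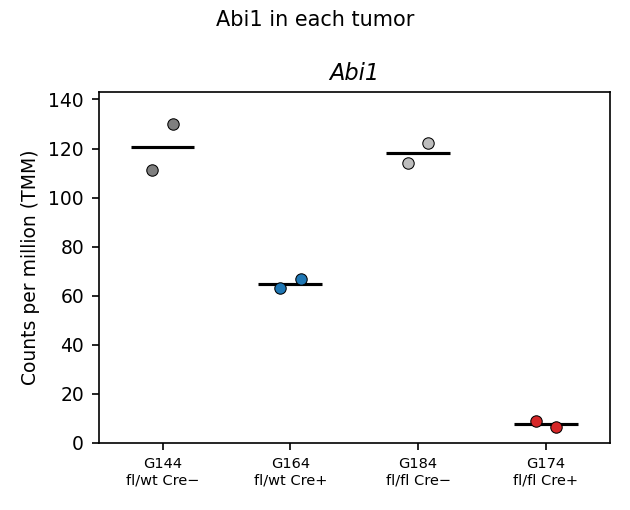
Abi1 in CPM (TMM-scaled) in each of the 8 tumors, by mouse; each point is a tumor and each bar the mean of the 2 tumors of a mouse. The homozygous KO tumors, at 8.93 and 6.47 CPM, lie below the heterozygous KO tumors, at 63.1 and 66.7 CPM, and these below all 4 control tumors.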

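Of the 12 genes of Table 1, Abi1 and Cyfip2 changed in both KO comparisons and the other 10 passed the test in neither. Cyfip2, which encodes one of the alternative CYFIP subunits that bind Rac1, was higher in the heterozygous KO (10.9 ± 2.31 CPM, SD, n = 2 tumors) than in its control (3.97 ± 0.185 CPM, n = 2). It was lower in the homozygous KO (3.84 ± 0.386 CPM, n = 2) than in its control (12.1 ± 0.877 CPM, n = 2). Its log2 fold change was 1.46 (standard error 0.20, adjusted p = 0.0249 from edgeR) in heterozygotes and −1.65 (standard error 0.20, adjusted p = 0.00619) in homozygotes. With the control mice exchanged, Cyfip2 gave −0.15 (adjusted p = 0.931) for G164 against G184 and −0.05 (adjusted p = 0.944) for G174 against G144. Wasf3, which encodes WAVE3, had 95 to 255 counts per mouse. It was at 2.07 ± 0.590 CPM in the heterozygous control, 1.35 ± 0.546 in the heterozygous KO, 0.705 ± 0.0796 in the homozygous control and 1.67 ± 1.20 in the homozygous KO (SD, n = 2 tumors each). Its log2 fold changes were −0.62 (standard error 0.54, adjusted p = 0.514) and 1.24 (standard error 0.56, adjusted p = 0.176), and the tumors of the homozygous KO mouse differed from each other, at 0.823 and 2.51 CPM. The ABI paralogs gave log2 fold changes of −0.16 (adjusted p = 0.410) and 0.37 (adjusted p = 0.0705) for Abi2, and 0.82 (adjusted p = 0.158) and −0.72 (adjusted p = 0.158) for Abi3, in heterozygotes and homozygotes. For Wasf2, which encodes WAVE2, they were 0.34 (standard error 0.14, adjusted p = 0.190) and −0.30 (standard error 0.14, adjusted p = 0.203). Cyfip1, the more abundant CYFIP gene, gave 0.00 (adjusted p = 0.990) and −0.43 (standard error 0.13, adjusted p = 0.0724). Wasf1 was measured below 1.1 CPM in every tumor, with log2 fold changes of −0.33 (adjusted p = 0.666) and 0.49 (adjusted p = 0.448). Adjusted over the list alone, the heterozygous comparison called 1 gene higher (Cyfip2) and 1 lower (Abi1). The homozygous comparison then called 1 higher (Abi2, adjusted p = 0.0395) and 3 lower (Abi1, Cyfip2 and Cyfip1, the last at 0.0395). As a set the 12 genes, which include the deleted Abi1, passed in homozygotes (camera adjusted p = 0.00246, and 0.422 with an estimated correlation), but the 11 without Abi1 did not (adjusted p = 0.290, median log2 fold change −0.16). In heterozygotes the set did not pass (adjusted p = 0.997), with a median log2 fold change of −0.04 and a mean of 0.04. The reads of Abi3 depend on the strand: its gene, on chromosome 11 from 95830074 to 95842476, overlaps Zfp652 and Gngt2 on the other strand, and the 8 tumors held 4884 counts on the reverse strand against 955 unstranded ones. Cyfip2 was not called in heterozygotes without tumor 6 (adjusted p = 0.181) or tumor 8 (0.0865) of G144 or tumor 6 of G164 (0.113). In homozygotes DESeq2 called Abi2 (adjusted p = 0.0322) and Cyfip1 (0.0291), the fit with no filter called Cyfip1 (0.0456), and leaving out tumor 6 of G174 called Abi3 (0.0359).

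**Figure D2:**
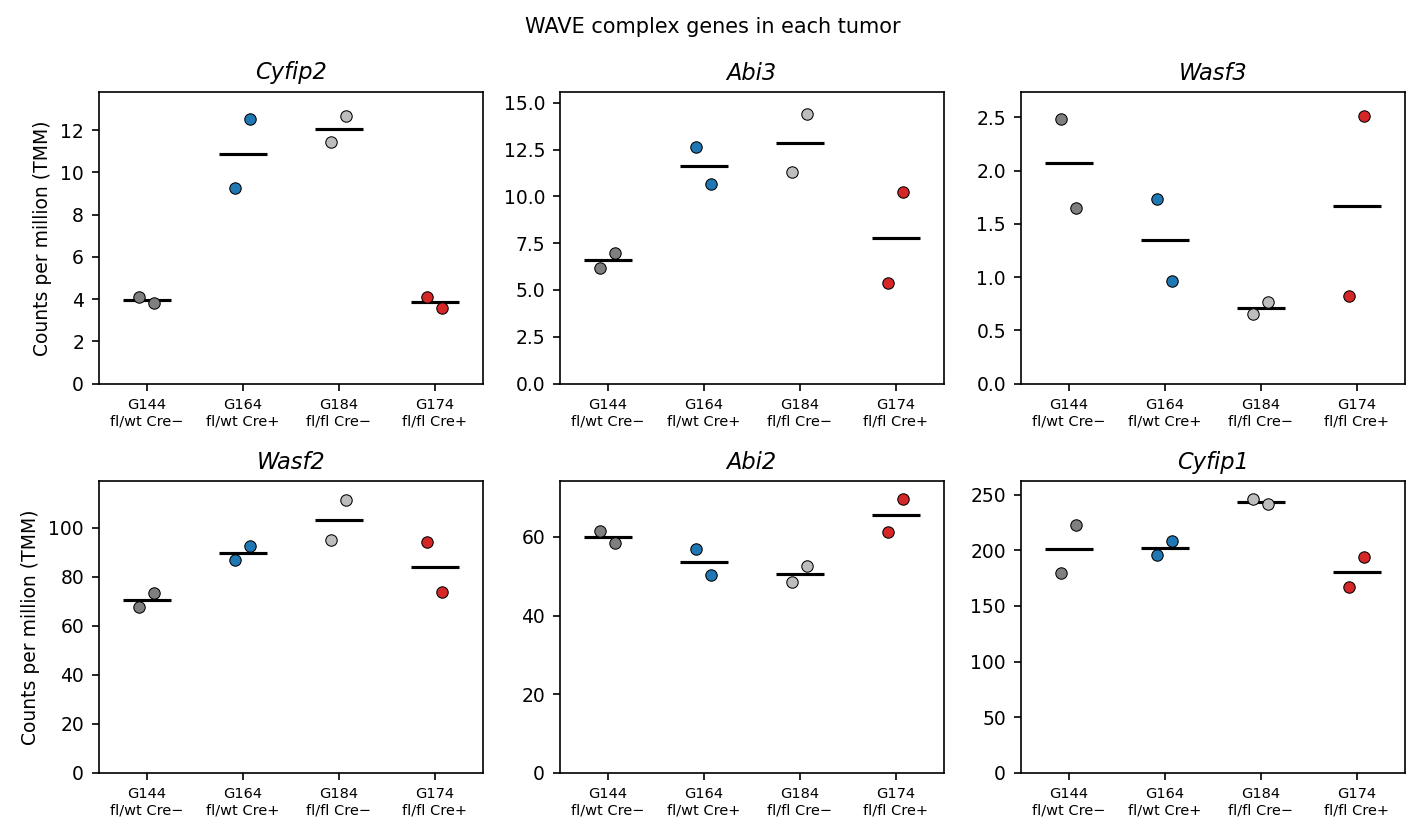
CPM (TMM-scaled) of 6 WAVE complex genes in each tumor, by mouse; points are tumors and bars are means of 2 tumors, and each panel has its own axis from 0. Cyfip2 is near 4 CPM in G144 and G174, and between 9.26 and 12.7 CPM in the tumors of G164 and G184.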

Several members of the WAVE complex were modestly downregulated or retained their expression in *Abi1* KO tumors vs. controls, while *Wave3* (*Wasf3*) was upregulated and *Cyfip2* was downregulated. 

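The difference between the homozygous and heterozygous changes was tested for every gene, and among the WAVE genes it passed for Abi1, Cyfip2, Abi3 and Abi2. The homozygous change lay below the heterozygous one for Cyfip2 (log2 difference −3.11, standard error 0.28, adjusted p = 0.00157 from edgeR) and for Abi3 (−1.54, standard error 0.43, adjusted p = 0.0412). It lay above for Abi2 (0.53, standard error 0.16, adjusted p = 0.0479). The Abi2 call was lost with scaling by library size (adjusted p = 0.0843), no filter (0.0735), unstranded counts (0.0645) and either run alone (0.0565 and 0.0503). The Abi3 call was lost with the second run alone (0.0522), and both calls were lost when most single tumors were left out. The difference was 1.86 for Wasf3 (standard error 0.78, adjusted p = 0.120; 0.0300 with no filter on low counts and 0.0306 without tumor 1 of G174). For Wasf2 it was −0.64 (standard error 0.20, adjusted p = 0.0572), and it was called with scaling by library size (0.0341), no filter (0.0304), the first run alone (0.0342), DESeq2 (0.0322) and without tumor 1 of G174 (0.0265). Between the control mice, neither of which has lost Abi1, Cyfip2 was higher in G184 than in G144 by 1.61 on the log2 scale (standard error 0.20, adjusted p = 0.00692; 0.0662 without tumor 6 of G144).
The same opposition ran through the transcriptome. In heterozygotes 604 genes were higher and 286 lower in the KO, and in homozygotes 1208 were higher and 1709 lower; with DESeq2 the heterozygous genes were 1383 higher and 1434 lower, so an excess of higher genes depends on the test. Both comparisons called 662 genes, where independent calls would give 117, and 650 of these (98.2%) changed in opposite directions. The number called in both fell when any single tumor was left out, while most of those still called changed in opposite directions. Across all 22187 genes, which are not independent replicates, the fold changes of the comparisons had a Pearson r of −0.48 and a Spearman rho of −0.60. The difference between them passed for 5579 genes, and the control mice differed from each other in 2787 genes.
Some genes of immune cells rose in heterozygotes, and some fell in homozygotes. Of 14 T cell genes, 7 rose in the heterozygous KO and all 14 fell in the homozygous KO. Of 15 genes of macrophages and dendritic cells, 2 rose (Itgax and Adgre1) and 9 fell, among them Aif1 at −1.62 (standard error 0.20, adjusted p = 0.00628). Of 12 measured genes of B and plasma cells, 4 rose and 2 fell. Ighm, the heavy chain of IgM, did both, by 4.86 (standard error 0.33, adjusted p = 0.00256) and −3.26 (standard error 0.32, adjusted p = 0.00324). The list of WAVE and WASP genes of blood cells is not limited to WAVE subunits and WASP, since it holds Rac2, a hematopoietic paralog of Rac1. Of its 8 genes, 5 rose in heterozygotes and 6 fell in homozygotes, with Rac2 at 1.52 (standard error 0.22, adjusted p = 0.0268) and −1.67 (standard error 0.22, adjusted p = 0.0077). Of 14 interferon response genes, 7 rose and 12 fell, and all 14 were higher in G184 than in G144. Also higher in G184 than in G144 were 11 of the 15 macrophage and dendritic cell genes and 7 of the 14 T cell genes. The same held for 6 of the 8 genes of the blood cell WAVE and WASP list and 1 of the 12 B and plasma cell genes. Of 17 genes of mitosis, none passed in heterozygotes and 1 in homozygotes (higher), while the difference between the comparisons passed for 14, all with the higher change in homozygotes, and 14 were lower in G184 than in G144. Adjusted over the list alone, 14 T cell genes rose and 14 fell, 14 interferon genes rose and 12 fell, and 14 mitosis genes fell in heterozygotes and 13 rose in homozygotes. With the preset correlation of camera these sets had adjusted p-values of 6.24e-12 and 2.86e-14 (T cells), 6.46e-08 and 7.18e-09 (macrophages and dendritic cells), 1.91e-12 and 0.000186 (B and plasma cells), 5.73e-07 and 1.21e-07 (blood cell WAVE and WASP genes), 3.97e-16 and 3.31e-12 (interferon response), and 1.24e-09 and 7.07e-06 (mitosis, in the other directions) in heterozygotes and homozygotes. Of 22 lists, camera with the preset correlation called 14 in heterozygotes and 13 in homozygotes. Among them were other tissue markers: adipocytes (adjusted p = 4.18e-05 and 3.05e-06) and fibroblasts and matrix (1.45e-06 and 0.031), higher and then lower. With an estimated correlation no list passed, at a lowest adjusted p = 0.198 in heterozygotes and 0.293 in homozygotes. Another test of lists, fry, called 5 in heterozygotes, 2 in homozygotes and 13 for the difference.
Krt10, a keratin of keratinizing epithelium (3.73, standard error 0.61, adjusted p = 0.031), and Muc16 (3.33, standard error 0.46, adjusted p = 0.0243), rose in heterozygotes; Krt10 was not called without either tumor of G144 (0.209 and 0.102), nor Muc16 without any 1 tumor of G144 or G164 (0.0667 to 0.172). Tenm3, a teneurin, fell in heterozygotes (−2.62, standard error 0.52, adjusted p = 0.0441) and rose in homozygotes (4.58, standard error 0.57, adjusted p = 0.00658). So did Cdkn1c, an inhibitor of cyclin-dependent kinases (−1.76, standard error 0.33, adjusted p = 0.0394, and 2.46, standard error 0.34, adjusted p = 0.00851); in heterozygotes both were lost without any 1 tumor of G144, G164 or G184 (0.0573 to 0.222 for Tenm3, 0.0524 to 0.204 for Cdkn1c) and with the second run alone (0.0521 and 0.0537), and Tenm3 in homozygotes without tumor 9 of G184 (0.0520). In homozygotes the interferon-induced genes Gbp4 (−5.06, standard error 0.35, adjusted p = 0.00118) and Cxcl9 (−5.69, standard error 0.50, adjusted p = 0.00235) fell, and A2m (6.25, standard error 0.90, adjusted p = 0.00974) and Bpifb5 (6.37, standard error 1.10, adjusted p = 0.0161) rose, with the calls lost without tumor 9 of G184 (log2 fold changes of 5.83 and 5.80, adjusted p = 0.0698 and 0.102). Leaving out 1 tumor moved the count to between 16 and 1087 genes in heterozygotes and between 532 (87 higher and 445 lower, without tumor 9 of G184) and 2442 in homozygotes, and the difference for Abi2 was not called with scaling by library size (adjusted p = 0.0843), no filter (0.0735), unstranded counts (0.0645), unscaled sums (0.140), either run alone (0.0565 and 0.0503) or without any 1 tumor other than tumor 1 of G174 (0.0695 to 0.172). Without any single tumor of G144, G164 or G184 the difference for Abi3 was not called (adjusted p = 0.0611 to 0.131), nor with the second run alone (0.0522).

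**Figure D3:**
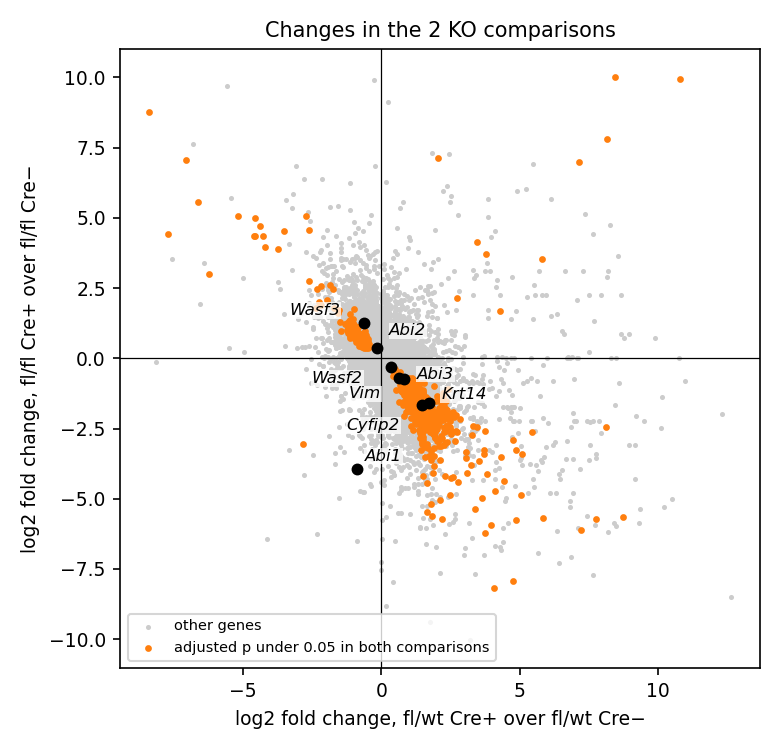
Log2 fold change of each of 22187 genes in the heterozygous comparison (x axis) and in the homozygous comparison (y axis); colored points passed an adjusted p of 0.05 in both, and named points are genes of Table 1 and Table S7. Of the 662 colored genes, 650 lie in the upper left or lower right part, and Abi1 is among the 2 in the lower left.

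**Figure D4:**
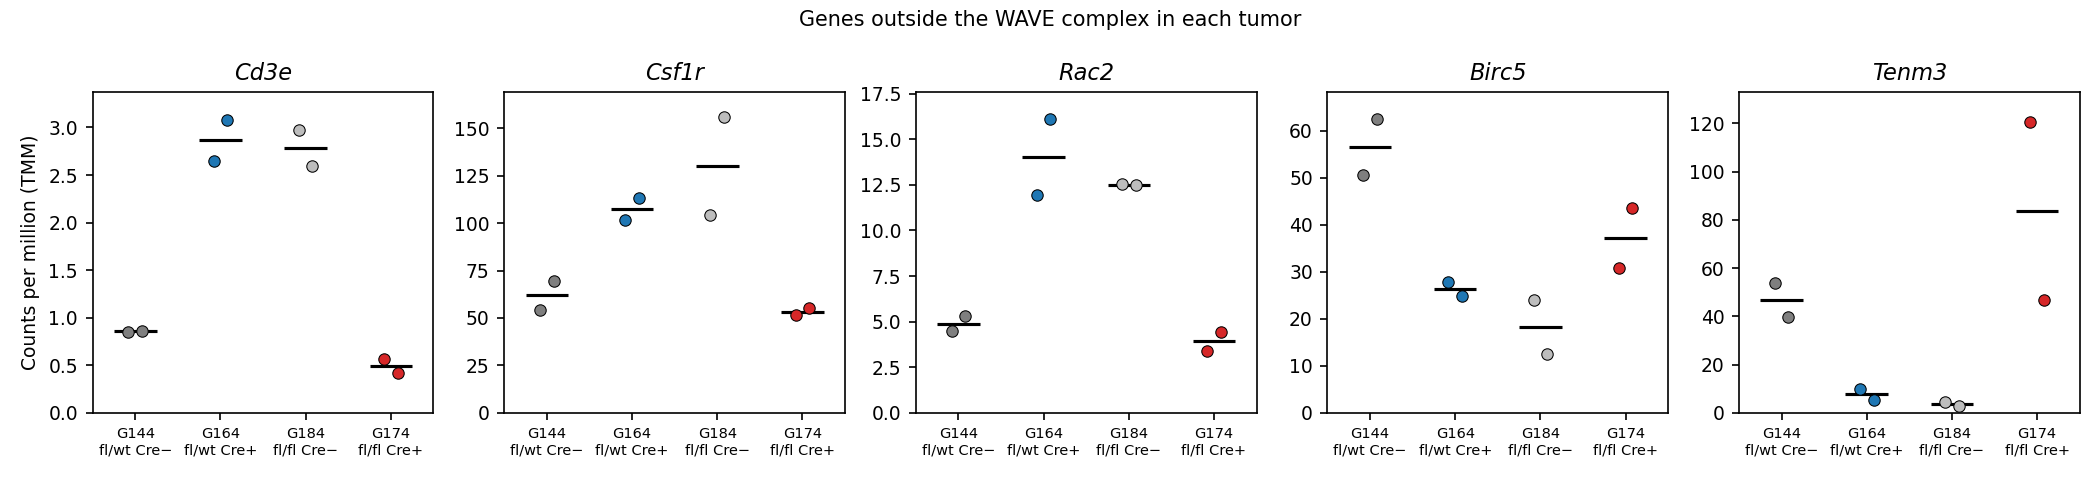
CPM (TMM-scaled) in each tumor of a T cell gene (Cd3e), a macrophage gene (Csf1r), Rac2, a mitosis gene (Birc5) and Tenm3; points are tumors, bars are means of 2 tumors, and each axis starts at 0. The tumors of G164 lie nearer to those of the control G184 than to those of G144 in these 5 panels.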

An opposite effect on several WAVE complex genes expression in the heterozygous vs. homozygous animals was apparent (Table 1).

**Table 1:** Gene expression variability upon *Abi1* depletion in primary PyMT breast cancer tumors defined by RNA‐seq.

Mouse ID		G144	G164	G184	G174	Fold change depletion			
Genotype		fl/wt	fl/wt	fl/fl	fl/fl				
Cre		‐	+	‐	+	Heterozygous	Homozygous	Ratio	Treatment Effect^a^
Gene expression (RNA‐seq from primary tumors)	*Abi1*	14389	7343	15682	1018	**1.96**	**15.40**	**7.86**	**Yes**
	*Abi2*	8173	7189	8031	9719	1.14	0.83	0.73	No
	*Abi3*	146	271	343	195	**0.54**	**1.76**	**3.26**	**Yes**
	*Nckap1*	36435	34964	40591	38802	1.04	1.05	1.00	No
	*Wasf1*	88	66	85	118	1.33	0.72	0.54	No
	*Wasf2*	8563	10349	13894	11087	0.83	1.25	1.51	No
	*Wasf3*	261	151	95	221	**1.73**	**0.43**	**0.25**	**Yes**
	*Brk1*	10240	9103	11091	9920	1.12	1.12	0.99	No
	*Cyfip1*	23448	22528	31708	23030	1.04	1.38	1.32	No
	*Cyfip2*	521	1289	1633	580	**0.40**	**2.82**	**6.97**	**Yes**
	*Rac1*	25732	22621	27209	24431	1.14	1.11	0.98	No
	*Ndel1*	10923	10842	15082	13030	1.01	1.16	1.15	No

a Treatment effect is ‘positive’ (yes) if the fold change of gene expression for heterozygous and homozygous mice changed more than 1.5 times (bold text) in any direction and ‘negative’ (no) in other cases. RNA‐seq. expression profiles of WAVE complex, and Rac1 and Ndel1 genes (involved in WAVE complex stability and functionality) show the differences between heterozygous vs. homozygous Abi1 KO PyMT mammary tumors.

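The remaining subunits and partners of Table 1 differed little between the mice. Rac1, the GTPase that activates the complex, gave log2 fold changes of −0.08 (standard error 0.12, adjusted p = 0.712 from edgeR) in heterozygotes and −0.16 (standard error 0.12, adjusted p = 0.406) in homozygotes, and the tumor means ran from 228 to 260 CPM. Nckap1 gave 0.02 (adjusted p = 0.945) and −0.04 (adjusted p = 0.846) at 293 to 304 CPM. Brk1, the smallest subunit, gave −0.10 (adjusted p = 0.623) and −0.13 (adjusted p = 0.466). Ndel1 gave 0.08 (standard error 0.11, adjusted p = 0.693) and −0.18 (standard error 0.11, adjusted p = 0.308). None of these 4 genes passed the test of the difference between homozygotes and heterozygotes, with log2 differences of −0.08 (adjusted p = 0.766) for Rac1, −0.05 (adjusted p = 0.824) for Nckap1, −0.03 (adjusted p = 0.903) for Brk1 and −0.26 (adjusted p = 0.257) for Ndel1. The ARP2/3 complex, which the WAVE complex activates, had 11 measured genes. None passed in heterozygotes, and Actr2 alone rose in homozygotes (0.38, standard error 0.10, adjusted p = 0.0466). As a set they were lower in heterozygotes (camera adjusted p = 0.025, and adjusted p = 0.463 with an estimated correlation).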

Interestingly, comparative analysis of the basal‐like vs. luminal breast cancer cell types markers in ABI1 KO mice showed that the genes of basal‐like cells (*Krt14*, *Vim*) are responded to *Abi1* depletion, however luminal cell type genes markers (*Krt8*, *Krt18*, *Sox9*, *Estr1*) do not (Table S7). 

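Krt14, a keratin of basal and myoepithelial cells, and Vim, which encodes the mesenchymal filament protein vimentin, had higher means in the heterozygous KO and lower means in the homozygous KO than in the respective controls, but neither passed the test. Krt14 was at 20.2 ± 6.60 CPM (SD, n = 2 tumors) in the heterozygous control and 66.2 ± 18.8 (n = 2) in the heterozygous KO, a log2 fold change of 1.71 (standard error 0.88, adjusted p = 0.275 from edgeR). In homozygotes it was at 71.1 ± 42.8 CPM (n = 2) in the control and 23.4 ± 25.9 (n = 2) in the KO, a change of −1.61 (standard error 0.88, adjusted p = 0.253 from edgeR). The tumors of the homozygous KO mouse were at 5.01 and 41.7 CPM. Vim gave 0.65 (standard error 0.34, adjusted p = 0.285) in heterozygotes, where both KO tumors lay above both control tumors. In homozygotes it gave −0.68 (standard error 0.34, adjusted p = 0.215), and the tumors of the control (278 and 455 CPM) and of the KO (152 and 304 CPM) overlapped. The luminal keratins gave −0.15 (adjusted p = 0.616) and −0.22 (adjusted p = 0.382) for Krt8, and −0.08 (adjusted p = 0.768) and −0.12 (adjusted p = 0.579) for Krt18, in heterozygotes and homozygotes. Sox9 gave 0.14 (adjusted p = 0.652) and −0.09 (adjusted p = 0.755), and the estrogen receptor gene Esr1 gave 0.17 (adjusted p = 0.806) and −0.78 (standard error 0.37, adjusted p = 0.191). Of 14 genes of basal and myoepithelial cells, none passed in heterozygotes and 1 rose in homozygotes (Cdh3, 1.57, standard error 0.40, adjusted p = 0.0465). The set was higher in heterozygotes (camera adjusted p = 0.025), a call that was lost with an estimated correlation (adjusted p = 0.548), and it did not pass in homozygotes (adjusted p = 0.168). Of 19 luminal genes, none passed in heterozygotes. In homozygotes 2 rose (Areg and Epcam) and 2 fell (Foxa1 and Kit), with Areg, a growth factor for mammary ducts, at 4.12 (standard error 0.48, adjusted p = 0.00581). Of 14 genes of epithelial-mesenchymal transition, 3 rose in heterozygotes (Mmp3, Mmp2 and Zeb2) and 4 fell in homozygotes (the same genes and Zeb1). That set had adjusted p-values of 5.43e-05 and 0.0052 from camera, and of 0.198 and 0.422 with an estimated correlation. Fitting only the mice compared called both Krt14 (adjusted p = 0.0409) and Vim (0.0386) in heterozygotes. With no filter on low counts Krt14 was called in both comparisons (0.0342 and 0.0312) and Vim and Esr1 in homozygotes (0.0429 and 0.0353), and leaving out tumor 6 of G174 called Krt14 in homozygotes at −3.80 (0.0306).

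**Figure D5:**
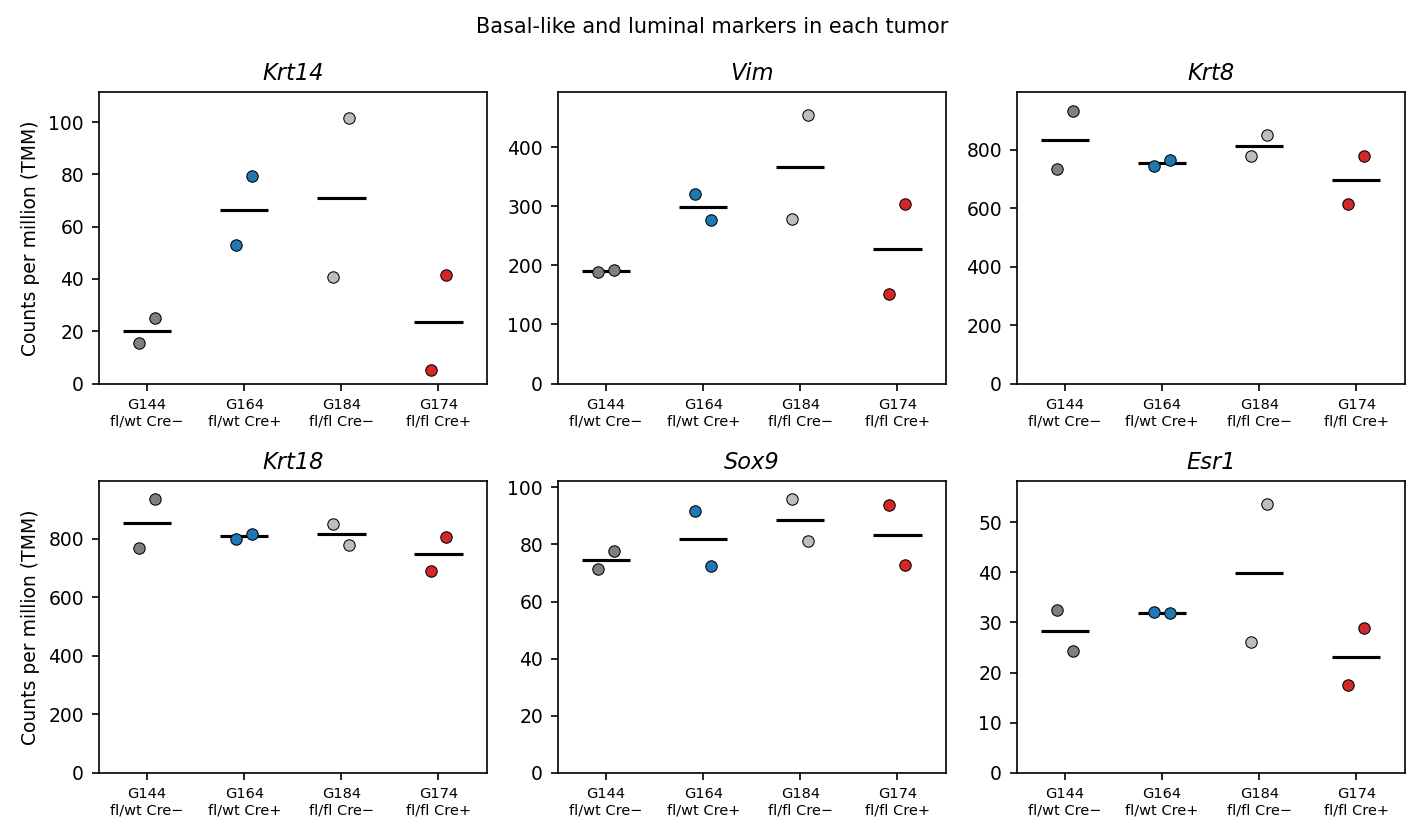
CPM (TMM-scaled) of the genes of Table S7 in each tumor, by mouse; points are tumors and bars are means of 2 tumors, and each axis starts at 0. For Krt14 the tumors of G184 (40.9 and 101 CPM) and of G174 (5.01 and 41.7 CPM) overlap, and all tumors lie between 690 and 937 CPM for Krt18.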

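Set against each other, the homozygous and heterozygous changes of Krt14 differed by −3.32 on the log2 scale (standard error 1.24, adjusted p = 0.0913 from edgeR), and those of Vim by −1.33 (standard error 0.48, adjusted p = 0.0836), so neither difference passed the threshold. Between the control mice Krt14 was higher in G184 than in G144 by 1.81 (standard error 0.88, adjusted p = 0.207) and Vim by 0.94 (standard error 0.34, adjusted p = 0.113). With no filter both control differences were called (adjusted p = 0.0168 for Krt14 and 0.00577 for Vim), and with DESeq2 that of Vim was (0.0250). Of 14 genes of basal cells 3 passed the test of the homozygous minus heterozygous difference, all with the sign of Krt14 in it, and 3 of the 14 had the other sign; those that passed were Col17a1, a hemidesmosomal collagen (−4.09, adjusted p = 0.0394), Mylk (−2.85) and Trp63 (−2.30). Matrix and mesenchymal genes passed the test of this difference as well, among them Dcn (−3.49, adjusted p = 0.00326) and Mmp2 (−2.55, adjusted p = 0.00709), as did 6 of 15 fibroblast genes and 6 of 14 genes of epithelial-mesenchymal transition. The difference for Krt14 was called with no filter on low counts (adjusted p = 0.00109), with unscaled sums (0.0493) and without tumor 6 of G174 (0.0107). That for Vim was called with no filter (adjusted p = 0.00317), with DESeq2 (0.0191) and without the same tumor (0.0197). With counts summed per mouse, Krt14 was higher in the older mice (G164 and G184) than in the younger (G144 and G174) by 1.65 (standard error 0.12, adjusted p = 0.0498 from edgeR). This split sets the same mice against each other as the homozygous minus heterozygous difference, with the sign turned. It therefore repeats that difference and is not a separate test of age.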

The directionality of gene expression of *Krt14* and *Vim* in heterozygous and homozygous mice was different.

We have shown that *Abi1* KO mouse embryonic fibroblasts reliably show downregulation of WAVE2 [16]. Consistent with this finding, western blot analysis of *Abi1* KO breast tumors (tumor lysates from 3 mice/genotype) showed an appreciable reduction in WAVE2 expression in the absence of ABI1, recapitulating previously observed WAVE complex dynamics and dependence of complex stability on *Abi1* gene status (Fig. 4A) [16, 17]. Interestingly, WAVE2 expression remains relatively stable in heterozygous *Abi1* KO tumors, suggesting that a single copy of *Abi1* is enough to sustain WAVE complex stability to some degree, noting that there is still a noticeable loss in WAVE2 expression. Also, densitometric analysis of our western blots revealed significant upregulation of ABI2, another member of the ABI family, only in homozygous *Abi1* KO animals, in agreement with our previous findings (Fig. 4B) [16].

**Fig. 4:**
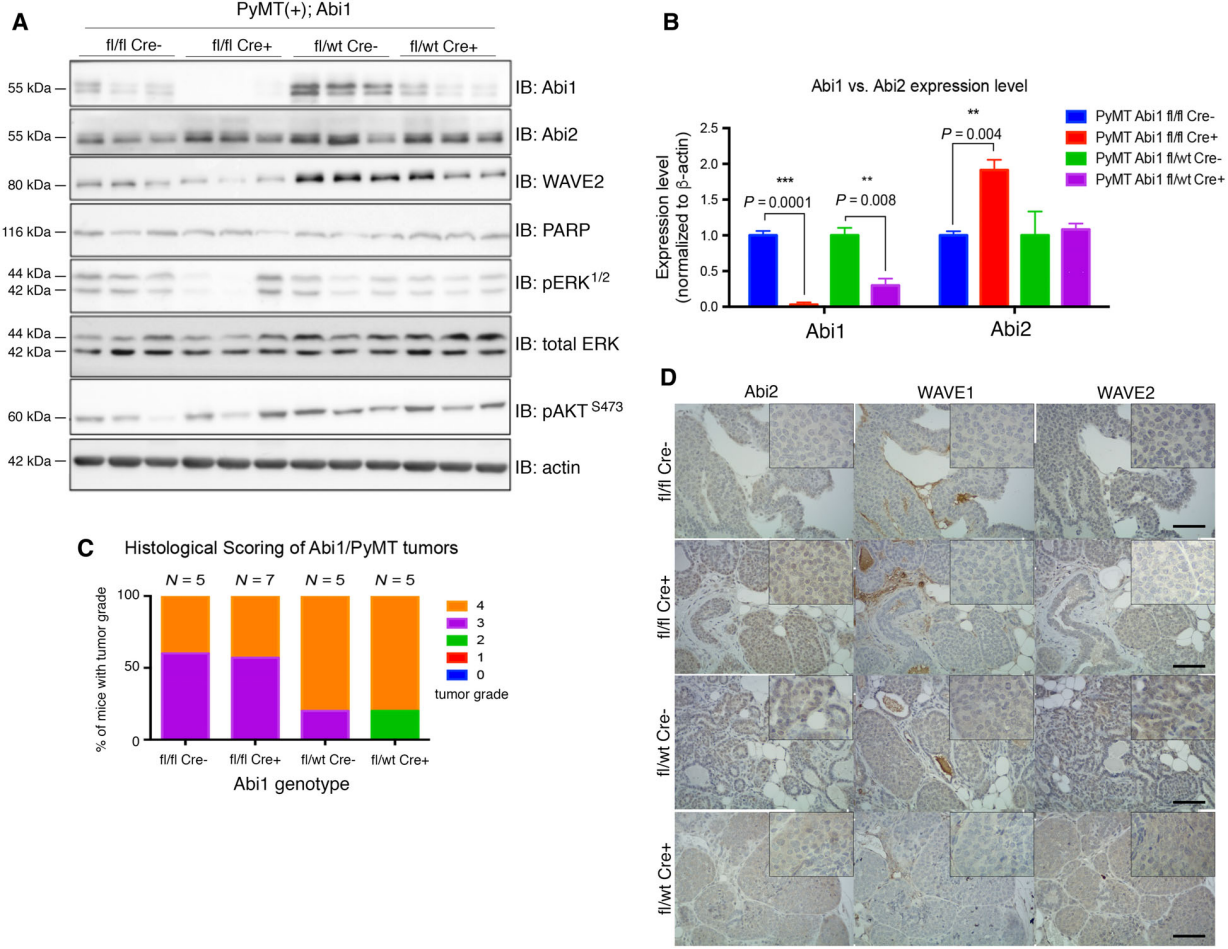
*Abi1* KO severely impacts WAVE complex gene expression dynamics. (A) Western blot analysis of primary mammary tumors from *Abi1* KO PyMT mice shows significant depletion of ABI1 protein, but only in the homozygote *Abi1* null is there significant upregulation of ABI2 protein as indicated by densitometry (B). Each lane represents one mammary tumor isolated from one animal of that genotype. Error bars indicate SEM. (*P* < 0.05, *t*‐test; *n* = 3 animals/genotype). (C) Analysis of primary tumor histology reveals no significant changes in tumor grade between controls and *Abi1* knockouts, (*P* > 0.05, *t*‐test; *n* ≥ 5 mice per genotype of age between 20 and 22 weeks were used for analysis, Table S8). Error bars indicate SEM). (D) Immunostaining with antibodies against WAVE complex proteins supports our findings that ABI2 is upregulated only in ABI1 null breast tumors. WAVE1 retained its low expression, while WAVE2 was concomitantly depleted with ABI1, in agreement with WB data, above. 20× magnification; inset, 40× magnification, Scale bar, 50 μm.

Based on our western blot findings, we next examined whether altered WAVE complex expression in the absence of ABI1 was recapitulated by immunohistochemical staining of tumor tissue (Fig. 4D). Similar to our western blot results, *Abi1*‐null tissue shows increased ABI2 expression in the cytosol, while WAVE2 shows moderate downregulation overall. WAVE1 is modestly expressed regardless of ABI1 status; therefore, it may not play a role in breast tumorigenesis in this model. Due to their ubiquitous expression, ABI1‐WAVE2 complexes are considered canonical WAVE complexes that drive F‐actin polymerization during cell processes [59]. As there is a concomitant loss of WAVE2 upon *Abi1* KO but sustained tumor growth in PyMT mammary tumors, it is possible that other factors contribute to ARP2/3‐mediated actin polymerization. Moreover, overall primary mammary tumor histopathology was not affected upon ABI1 loss (Fig. 4C; Table S8). While most of the primary tumors in either control or homozygous *Abi1* knockout animals remain in grades 3 or 4, some tumors in the heterozygous *Abi1* knockout appear to be in grade 2, further highlighting the impact of single copy *Abi1* deletion as opposed to homozygous deletion and suggesting other mechanisms may be induced in the complete genetic absence of *Abi1*.

### 3.6 *ABI1* gene dose regulates primary PyMT tumors growth kinetics

To determine the impact of *Abi1* disruption on mammary tumor initiation and progression, we used our *Abi1* KO mouse model to study the impact of *Abi1* loss on tumor progression and characteristics in the PyMT‐driven breast cancer. The PyMT model initiates spontaneous tumor formation with most mammary glands developing tumor nodes. Interestingly, KO mice *Abi1* do not significantly impact primary tumor latency (Fig. 5A). To determine the effects of *Abi1* expression on breast cancer progression, heterozygous and homozygous KO mice were used to study the growth kinetics (i.e., tumor volume changes over time) of sporadically occurring tumors. Tumor size was measured biweekly, starting from first day of tumor palpation. We collected and analyzed datasets from *Abi1* homozygous Cre(+) (*n* = 11), Abi1 heterozygous Cre(+) (*n* = 11), Abi1 homozygous Cre(‐) (*n* = 13), and Abi1 heterozygous Cre(‐) (*n* = 13) samples (Fig. 5B–E). The tumor kinetics showed two growth patterns. The analysis of tumor volume kinetic data in mice identified two tumor growth patterns, which are growing with very low or fast rates across all four genotypes (Fig. 5B–E; Tables S9). The fraction of tumors exhibiting the slower growth varied between 54% and 64% across the four experimental groups. Other breast tumor samples showed stable exponential growth with either moderate or high growth rates (Fig. 5B–E; Table S9). Using the one‐way ANOVA test, we found that in *Abi1* heterozygous KO model samples the tumor growth kinetics was strongly suppressed vs. control (Fig. 5D), while no significant effect was found in *Abi1* homozygous KO model tumor samples with some positive trend in the opposite direction in faster‐growing tumors (Fig. 5E).

**Fig. 5:**
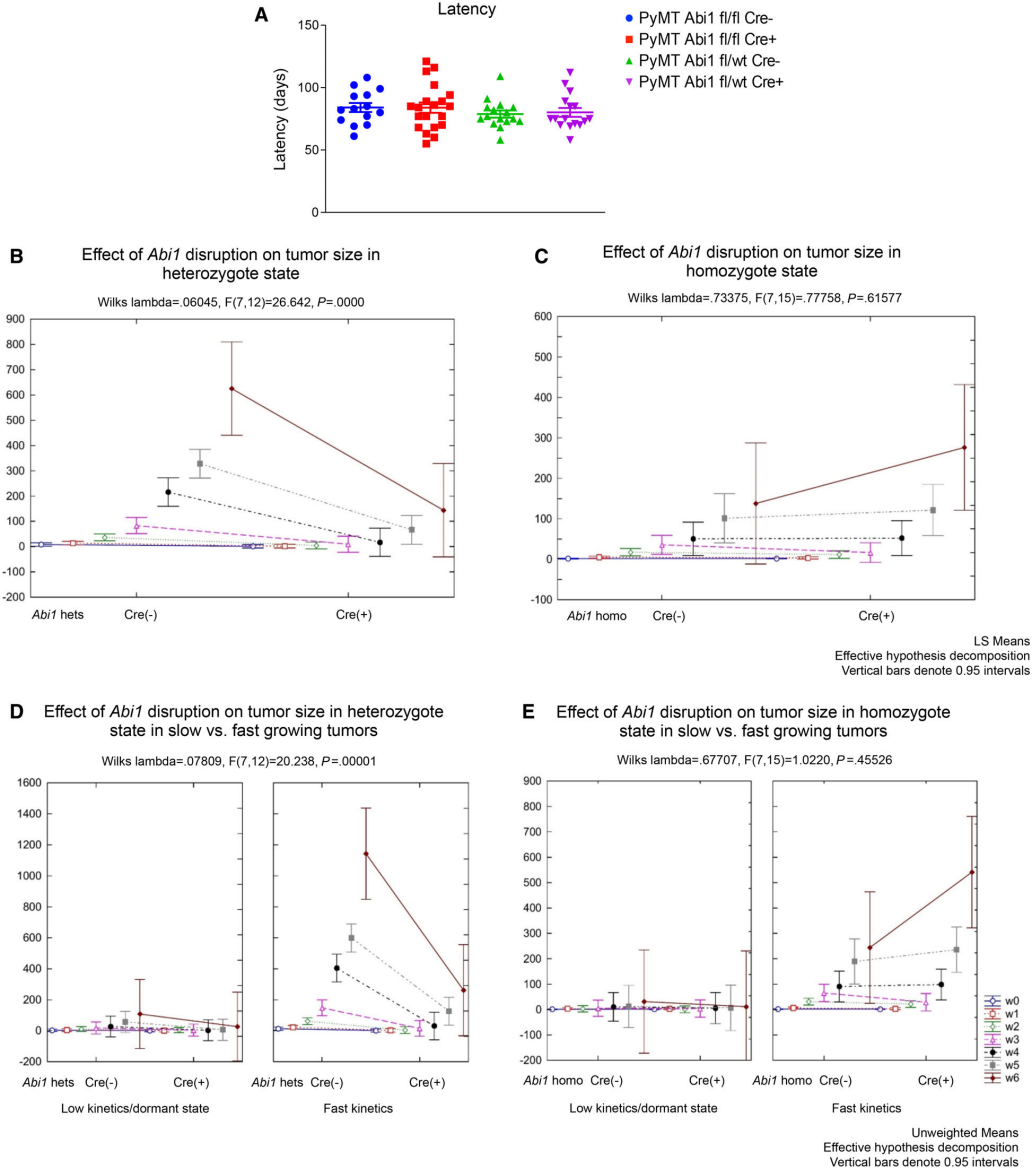
Primary tumor growth kinetics analysis indicates *Abi1* gene dose effect in heterozygous mice. (A) Primary tumor latency in PyMT animals is not significantly affected upon *Abi1* KO. The *X*‐axis of a panel (a) represents latency time comparison of the tumors in four treatment conditions defined on the upright corner of the panel (Abi1 fl/fl Cre‐, *n* = 14 mice; Abi1 fl/fl Cre+, *n* = 20 mice, Abi1 fl/wt Cre‐, *n* = 16; Abi1 fl/wt Cre+, *n* = 16 mice). (B‐E) Treatment effects of *Abi1* disruption (fw Cre(+) vs fw Cre(‐) and tumor kinetics of tumor size in heterozygous or homozygous miceGraphical tools of Statistica‐13 were used. Each plot on panels (B‐E) shows tumor size at seven‐time points (w0, w1, w3, w3, w4, w5, and w6 (see Methods)) (for Abi1 fl/fl Cre+, or Cre‐, *n* = 13 mice were used; for Abi1 fl/wt Cre+, or Cre‐, *n* = 11 mice were used). The line connects start (Cre(‐)) with the endpoint (Cre(+)) tumor size datasets allowing the comparison of tumor kinetic observations to be easily followed; mean values of tumor size are linked by direct lines at the same detection time point. Wilks lambda statistics and Fisher test were used for estimation of treatment significance. Panels (B) and (C) represent a visualization of the treatment effect (Cre(‐) v.s. Cre(+)) of *Abi1* on tumor size in observed time points. Vertical bars indicate 0.95 intervals, CI. An effective decomposition method of Statistica‐13 was used. The primary tumor size comparison in fastly growing mouse groups shows the exponential growth kinetics. (Methods, Table S10). To compare gene dosage effects within heterozygote and homozygote groups, mean values in 7 observed time points were compared (see Table S10 for details). Our results showed that in the cases of fast kinetics datasets, differences between the paired sample mean values were not significant for homozygote (*t*‐test, *P* > 0.15) but significant for heterozygote state (*t*‐test, *P* = 0.017). (See Methods and Table S10).

### 3.7 ABI1 promotes the number and size of lung metastases in a gene dose‐dependent manner

Most *Abi1* KO PyMT mice demonstrated pulmonary metastasis within 6 months of the primary tumor detection. We noted that mice with fast‐growing tumors showed a positive trend for association with multiple metastatic events and large size metastatic foci in both Cre(‐) control groups (Fig. 6). To elucidate the role of *Abi1* gene dosage effect in lung metastasis, we first analyzed the tumor kinetic rates of the primary tumor growth vs. the largest tumor metastatic foci at 6 months within the same mice in Abi1 KO homozygous and heterozygous tumor groups (Fig. 6A–B). Fig. 5A–B shows a weak gene dose effect in both homo‐ and heterozygous primary tumor kinetics. To be more conclusive, we estimated parameters of the tumor volume kinetics using the exponential fit function *f* (*t*; *a*, *b*) = (*a* − *b*) * exp(*ax*), where parameter *a* is the rate of cell volume growth and (*a* − *b*) is the initial tumor volume.

**Fig. 6:**
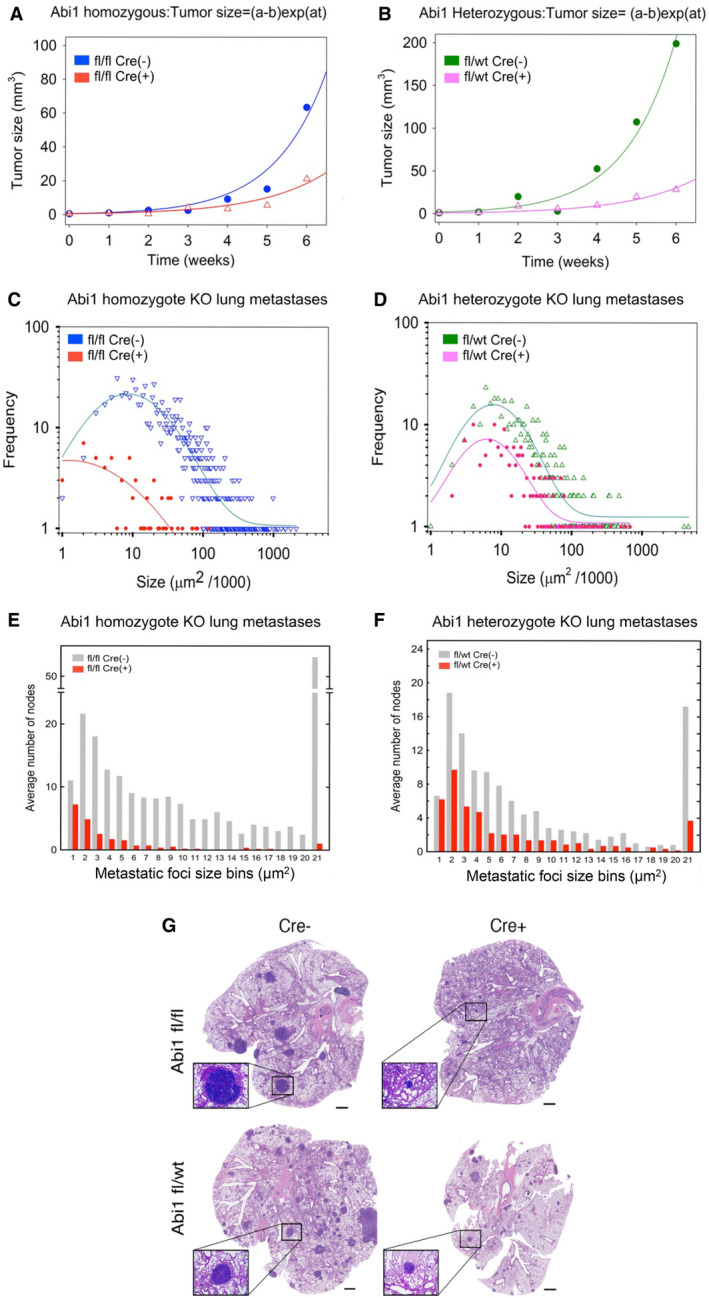
*Abi1* gene knockout reduces metastatic burden in heterozygous and homozygous mice. Representative tumor kinetics of primary (panels a‐b) vs metastatic tumors (panels c‐d). Panel (A) Comparison of the primary tumor volume kinetics in *Abi1* homozygous KO mouse (fl/fl; Cre+) (G209, data: red triangle; best‐fit function: red line) and the control *Abi1* (fl/fl Cre‐) mouse (G184, data: blue circle; best‐fit function: blue line). (B) Comparison of the primary tumor kinetics of *Abi1* KO heterozygous (fl/wt Cre+) mouse (G251, data: pink triangle; best‐fit function: pink line) and the *Abi1* control (fl/wt; Cre‐) mouse (G202, data: green circle; best‐fit function: green line). Kinetics of mean values (A and B) were fitted by exponential curve *f* (*t*; *a*, *b*) = (*a* − *b*) * exp(*at*), where *t* is time, constant *a* is the rate of cell population growth and constant (*a − b*) is the initial tumor population size. Each kinetic dataset includes seven time points (see also Table S10). The estimated parameters in *Abi1* fl/fl Cre (‐) tumors: *a* = 0.77 +/− 0.159, *t*‐test, *P* = 0.0047, *b* = 0.2 +/− 0.678, *t*‐test, *P* > 0.1 and in *Abi1* fl/fl Cre (+) *a* = 0.60 +/− 0.153, *t*‐test, *P* = 0.0039), *b* = 0.1 +/− 0.586, *t*‐test, *P* > 0.1. Estimated parameters in *Abi1* fl/wt Cre (‐) tumors: *a* = 0.79 +/− 0.091, *t*‐test, *P* = 0.001), *b* =−1.00 +/− 0.964, *t*‐test, *P* > 0.1, and in *Abi1* fl/wt Cre (+) *a* = 0.589 +/− 0.110, *t*‐test, *P* = 0.0031, *b* =−0.30 +/− 0.66, *t*‐test, *P* > 0.1. According to these results, differences between mean values of the tumor sizes in the studied groups in time are not significant. While primary tumor volume kinetics was not significantly different in these mice vs. their corresponding controls, (A, homozygous *ABI1* KO vs. control) and (B, heterozygous KO vs. control), the difference in metastatic tumor burden of the same mice within each mouse genotype was significant (C) and (D). Panels (C) and (D) show the frequency distributions of a lung metastatic foci size in the heterozygous and homozygous mice, which primary tumors kinetics showed on panels (A) and (B), respectively. Each Y‐axis value shown in the histograms (C‐D) represents a count of metastatic foci within a metastatic size normalized interval (a bin). The bin was defined by rounding the metastatic size divided by 1000 to the nearest integer, and the number of metastatic foci in each bin was counted. Based on our findings, the metastases size frequency distribution in the lung has skewed form with the long right tail. To provide a visualization of such frequency distribution, we used log_10_ − log_10_ plot. We used the same color for dots of the empirical distributions and the fitting function lines, as was indicated in the figures. Such empirical frequency distribution was modeled and parameterized using the shifted log‐normal distribution function: $f\left(x;\;y_{0},x_{0},a,b\right)=y_{0}+a\;*\;\exp\left(‐0.5\;*\;{\left(\ln\left(x/x_{0}\right)/b\right)}^{2}\right),$ where *x* is the node size and *y*_0_, *x*_0_, *a*, *b* unknown parameters. We estimated the parameters using the nonlinear curve fitting option of SigmaPlot‐13 software. Datasets and detailed results of the parameterization of this function are presented in Table S9. (E‐F) show histogram bar plots for the distribution of the average number of metastases foci size in the lungs of *Abi1* KO mice in comparison to their genetic controls. X‐axis indicates binning for every 5000 μm^2^ metastasis colony area size, with bin 1 representing 0–5000 μm^2^ and bin 21 representing 100001 μm^2^ and larger; Y‐axis: count of the samples within given binning interval (+/− SEM). The size stratification of individual metastatic colonies shows that mice lacking ABI1 still have relatively small metastatic colonies but they grow slowly or/and stay at dormant state and appear unable to establish macrometastases when compared to our controls (*P* < 0.001; Wilcoxon signed‐rank test). Lung metastasis quantification was performed following fixation, paraffin embedding and sectioning: three 5μm sections (sectioned every 50μm) were collected from each mouse (Abi1 fl/fl, Cre‐, *n* = 7; Abi1 fl/fl, Cre+, *n* = 6; Abi1 fl/wt, Cre‐, *n* = 6; Abi1 fl/wt, Cre+, *n* = 6; animals per genotype, age 18–22 weeks), were stained with hematoxylin and eosin, and imaged using Omnyx digital pathology scanner (GE Healthcare). Images were quantified using ImageJ software (NIH). Results of panels (E) and (F) support the results presented in (C) and (D). (G) Histological staining of representative lung sections reveals severely diminished metastasis upon deletion of the *Abi1* gene. Scale bar, 1 mm. Inset, 4× magnification.

No statistical differences between exponent rates in control and treatment were found (Materials and Methods). However, a comparison of the number and size of metastatic foci of *Abi1* KO animals indicated a strong gene dose effect (Fig. 6C–G). Fig. 6C–D shows the frequency distribution of pulmonary metastatic foci that exhibited the highest number of metastatic foci and largest metastasis size in the Abi1 fl/fl and fl/wt lung tissues. In each lung sample, the frequency distribution of the metastatic foci size shows the skewed form with long tails. We found that for each case, the frequency distribution of pulmonary metastatic foci size is fitted well by a discrete analog of shifted log‐normal distribution function (for better visualization the function approximated by continuous curves) (Table S9A–B and Methods). Estimated parameters of the distribution function we used to define significant differences between the shapes of the distribution functions shown in Fig. 6C–D (Table S9B). In particular, parameter *x*_0_ estimates a mode of the frequency distribution function which is most frequent size of micro‐metastasis foci. For Abi1 fl/fl Cre‐, fl/fwt Cre‐, fl/wt Cre+ data are variated between 6.3–8.6 µm^2^, but for fl/fl Cre+ focus size equals 1.3 µm^2^ (Table S9B). A comparison of *x*_0_ and the parameter *b* (basal (smallest) foci size at *x* = 0), Table S9B) of the best‐fit distribution function draw in Fig. 6C,D suggests a significant reduction of the multiple metastatic foci size and their numbers in the treatment cases fl/wt Cre+ and fl/fl Cre+. Additionally, statistical testing using the Wilcoxon signed‐rank method demonstrated significant differences between the observed frequency distributions of treatment v.s. control datasets (*P* < 0.0001). Comparison of the frequency distributions of the treatment groups provided a significant difference (reduction of median value in fl/fl Cre+ vs median value in fl/wt Cre+) (*P* < 0.0001). These results indicate a strong *Abi1* gene dose effect promoting lung metastases in both homozygous and heterozygous PyMT models but the effect in homozygous mice was stronger. Similar results were observed for pulmonary metastasis foci size bins (50 µm^2^) frequency distribution that includes all defined pulmonary metastatic foci datasets (Fig. 6E‐F). Representative lung tumor images are shown in Fig. 6G.

## 4 Discussion

Here, for the first time, we demonstrate the metastasis driver role of ABI1 in breast cancer tumor progression using the PyMT mouse model and clinical data from breast cancer patients. Our bioinformatics analyses revealed the significant role of human *ABI1* and a subset of the WAVE complex genes in the context of breast cancer progression and metastatic process.

In the Metadata and Rosetta cohorts, the high expression of *ABI1* demonstrated poor survival time patterns as indicated by survival time and is significantly associated with metastatic events. Moreover, in the large METABRIC cohort the *ABI1* expression is positively correlated with DNA CNA, histologic grade 3, and basal‐like phenotype, but negatively correlated with ER status and does not correlate with LN status. We identified the high confidence and reproducible multigene survival prognosis signature comprised of *ABI1* and six other genes: *BRK1, CYFIP1*, *CYFIP2*, and *WASF3*, which are the genes encoding WAVE complex members; and *RAC1* and *NDEL1* genes, which are upstream interactors and regulators of the WAVE complex [5, 14, 60]. Both RAC1 and NUDEL participate in the EMT pathway and play key roles in the metastatic migration of epithelial cells via the interaction with WAVE family proteins and the regulation of cancer‐determined pathways [5, 12, 61, 62, 63.

Collectively, our tumor progression and metastatic prognostic signatures allow for the identification of optimal gene expression cutoff values to stratify patients on low‐, moderate‐, and high‐risk subgroups based on DFS and DMFS times. Our survival prediction analyses establish the significance of *ABI1* gene expression as a pro‐oncogenic factor of primary tumor formation and metastasis in breast cancer patients. These findings support the experimentally testable working hypothesis that genetic mechanisms of ABI1 are key components in the metastatic breast cancer process.

Univariate and multivariate analyses and comparisons between Kaplan–Meier survival curves generated with our prognostic signature and those generated with either estrogen receptor (ESR) or lymph node status reveal that our signature outperforms these clinically used variables and could lead to better personalized and predictable treatment selection. This conclusion is supported by our co‐expression analysis between ABI1 and other members of the ABI1 survival (prediction) signature and the observed significant positive correlation between *ABI1* expression, CNA, histologic grades, and basal‐like phenotype vs. ER(+) luminal cancer phenotype—the clinical markers of aggressiveness, metastasis, and drug resistance frequency.

The availability of a genetically engineered conditional *Abi1* KO mouse permitted us to investigate the role of Abi1 downstream from the PyMT oncogene. By comparing the effects of one‐ and two‐allele inactivation of the *Abi1* gene, we were able to determine that ABI1 expression levels play an important pro‐oncogenic role in breast cancer tumor progression and metastatic disease. The two‐allele inactivation of the gene (in *Abi1* homozygote KO mice) and one‐allele inactivation of *Abi1* (in *Abi1* heterozygote KO mice) led to lower metastatic burden in the lungs.

Disruption of Abi1 in normal mammary epithelium led to a significant increase in terminal end buds at weeks 5 and 7 (Fig. 3B), but beyond that time point, the development of mammary glands was not affected (Fig. 3B–D). The increase in the TEB number, as well as the trend toward increased branching in tissue with Abi1‐disruption, warrants further investigation to determine whether ABI1 or other ABI proteins play a role in normal murine mammary gland development. To corroborate the findings of *Abi1*, the disruption of *Wasf3* gene also demonstrated no significant effect on mammary gland development [22]. *WASF3* is part of *ABI1* 7‐gene signature.

We observed that complete loss of ABI1 yields no difference in primary mammary tumor growth kinetics (Fig. 5C,E) and that lung metastasis is severely abrogated in both homozygous and heterozygous *Abi1* KO (Fig. 6C‐F). Thus, our findings strongly suggest that ABI1 is critical for pulmonary metastasis of aggressive breast tumors due to its essential role in sustaining WAVE complex dynamics. The WAVE complex is assembled from intimate interactions of five obligatory components: a WAVE, an ABI, a CYFIP, an NAP, and BRK protein, which are altogether products of 11 genes [6, 8, 9]. The study by Kirschner’s group demonstrated that the presence of all five WAVE complex proteins is required to form the functional WAVE complex *in vitro* [6]. Genetic inactivation of *Abi1* led to overall WAVE complex downregulation in MEF cells, but deregulation of individual WAVE complex proteins was also evident. These included the relative upregulation of ABI2. Similarly, upregulation of ABI2 is observed in breast tissue lacking ABI1 (Fig. 4A,B). Despite their homology and similarities in function, upregulation of ABI2 cannot sustain pulmonary metastases in homozygous *Abi1* KO animals (Fig. 6C,E,G), strongly indicating that ABI1 is critical for lung metastases in this model.

The lack of local effect on primary tumor growth in *ABI1* homozygous mice is difficult to explain in the context of the effect on lung metastases but raises the possibility for potential tumor suppressor role for *ABI1* in breast epithelial cells in some genetic contexts such as here downstream from the PyMT oncogene. ABI1 acts as tumor suppressor in several other tissues such as prostate [30].

Focus is a pathologic term describing cells that can grow as a colony and be seen only microscopically. In this study, we quantified differences in the number of multiple metastatic foci and the sizes of the breast cancer metastases. We found essential differences for both characteristics in the breast cancer metastases in the *ABI1* gene dosage‐dependent manner. Our experimental model results demonstrate the important role of *ABI1* gene dosage and expression in the lung metastasis process which may model metastatic potential of CNA and gene expression of *ABI1* in patient’s primary breast tumors (Fig. 1A), consistent with histologic high‐aggressive breast cancers (Fig. 1B), and basal‐like subtype (Fig. 1D)—hallmarks of high aggressive invasive breast cancer with polyclonal metastases potential. Also, our experimental findings consist of high ABI1 protein expression in human invasive breast carcinoma associated with high risks of tumor recurrence and overall survival (Fig. 2, Figs. S1 and S3, [32]).

It was observed that protein interaction combinations of WASF3 with some members of WAVE complex and RAC1 are responsible for breast cancer aggressiveness and metastasis [22]. In our study, we found an association of WASF3 and some other WAVE complex components (that are part of the prognostic signature) with invasive breast cancer that molecular pattern is associated with aggressive (basal‐like) breast cancer subtype. Interestingly, heterogeneity and instability of Wave complexes without Abi1 protein could contribute to the heterogeneity in latency, the size and number of lung metastatic lesions as observed in *Wasf3* KO mice [22].

Our data adhere to previously published findings regarding the impact of ABI1 protein in driving aggressive mammary oncogenesis in mouse xenograft models of breast cancer [17, 34]. ABI1 has been cited in several cancer types, such as ovarian cancer [29, 64], hepatocellular carcinoma [65], and colorectal carcinoma [66]. Notably, all studies to date examined the role of ABI1 in breast cancer using cancer cell lines. This is the first genetic study examining the role of *Abi1 in vivo* using the mouse model of aggressive breast cancer. The critical role of *Abi1* in the lung metastasis in the mouse not only provides preclinical evidence for the role of *Abi1* in metastatic progression but also supports *ABI1*‐based 7‐gene prognostic signature as both a prognostic marker and a prospective therapeutic target.

Univariate and multivariate analyses and comparison of Kaplan–Meier survival curves generated with our *ABI1* gene expression signature to those generated with either estrogen receptor (ESR) or lymph node status reveal that our gene signature is indeed a more robust prognostic predictor than other clinically used variables and could lead to better treatment selection.

## 5 Conclusion

Our findings indicate the significant predictive value of the *ABI1*‐based 7‐gene prognostic signature derived from primary tumors in the metastatic risk of breast cancer patients. Moreover, targeting *ABI1* may provide a beneficial therapeutic effect in preventing metastases.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

LK designed and interpreted the experimental results of the study. VAK designed bioinformatic and statistical analyses and interpreted the results of this study; VAK and LK wrote the final version of the manuscript. AG, CP, and VAK performed the analyses. AR performed all animal experiments and cowrote the paper with LK and VAK. BAP performed qPCR analysis. TC completed the pathological assessment of tumors. IB analyzed TCGA breast tumor mutation data sets. MK helped with experimental design in mice. VAK, GB, and AS contributed to the interpretation and discussion of the clinical significance of the data presented in this paper.

## Consent for publication

All authors have agreed to publish this manuscript.

### Peer Review

The peer review history for this article is available at https://publons.com/publon/10.1002/1878‐0261.13175.

## Supporting information

**Fig S1**. Annotation discrepancies and cluster analysis.
**Fig S2**. Example of KS‐weighted means batch effect correction and its effect on survival analysis.
**Fig S3**. Risk‐predicting ability of individual members of the ABI1‐WAVE signature in disease‐free survival (DFS).
**Fig S4**. Risk‐predicting ability of individual members of the ABI1‐WAVE signature in distant metastasis‐free survival (DMFS).
**Fig S5**. Commonly used clinical variables are insufficient for robust patient risk stratification.
**Fig S6.** Survival predictive analysis (RFS time) at transcription and protein level suggests a pro‐oncogenic role of ABI1 in BC progression and outcome.
**Fig S7.** The implementation of 2D‐DDg survival prediction to Rosetta data (DFS and DMFS). Click here for additional data file.

**Table S1**. Gene list for prognostic signatures and associated probes/probsets represented by Rosetta (Merk) and Affymetrix U133‐A & B microarrays.
**Table S2**. Results of 1D DDg survival prediction (DFS and DMFS) for Rosetta and Metadata sets.
**Table S3.** 1D‐DDg by ABI1 expression level suggests significant metastasis events enrichment in a high‐risk group (DMFS time).
**Table S4.** Survival significant prognostic genes encoding WAVE complex and *NDEL* gene are correlated with expression of ABI1. METABRIC breast cancer Dataset (*n* = 1904).
**Table S5.** Significance of association between the survival stratification grouping (by DMFS) and metastatic events (A, B) and our estimations of the probability of metastasis risk events (C,D).
**Table S6.** Abi1‐based signature predicts distant metastatic events more accurately than commonly used clinical factors. Cox univariate and multivariate hazards proportional models analysis compares the ABI1‐based 7‐gene metastasis risk classifier (low, moderate, high risks by SVWg), ESR status (ER(+), ER(‐)), and lymph node status (LN(+), LN(‐)) to predict metastatic events in the Rosetta cohort.
**Table S7.** Basal‐like vs. luminal cell type markers in primary breast tumors of Abi1 KO mice.
**Table S8.** Mouse breast pathology Ki67 and grading data.
**Table S9.** Data and statistical analysis of pulmonary node metastases size characteristics.
**Table S10.** Primary tumor size kinetic data. Click here for additional data file.

## Data Availability

All data generated or analyzed during this study are included in this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

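RNA of 8 mammary tumors from 4 PyMT mice was analysed, with 2 tumors from each of a heterozygous control (G144), a heterozygous KO (G164), a homozygous control (G184) and a homozygous KO (G174) mouse. The authors aligned the reads to GRCm38/mm10 with STAR, after base calling with bcl2fastq, and deposited raw counts per gene as STAR writes them, with unstranded, forward-strand and reverse-strand counts for each of 4 lanes in 2 runs of a tumor. They also deposited counts summed per mouse. The versions of STAR and bcl2fastq and the annotation release are not given in the sources used here. The deposited sums equal the sums of the unstranded counts at all 55381 genes they list.

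Reverse-strand counts of the 64 lane files were summed per tumor, and the runs and lanes of a tumor were not taken as replicates. Which strand to use was left open until the totals per strand were known, and the forward strand held 4.76% to 6.80% of the stranded counts. Gene totals ran from 50346075 to 69264893 counts per tumor, with a median of 66415184. Of all reads, 48.0% to 52.3% were counted in a gene, 4.25% to 6.45% were unmapped, 10.5% to 14.2% mapped to several places, 28.3% to 34.9% lay in no gene on that strand and 1.48% to 2.09% were ambiguous; reads outside genes were kept out of library sizes and tests. Gene symbols, types and places come from GENCODE M21: 54487 of the 55385 gene identifiers were found in it with their version, 657 with another version, and 241 took their symbol from the authors' table.

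Genes with low counts were removed by filterByExpr of edgeR with the mouse as group, which kept 22187 of 55385 genes and 99.96% of the counts. Counts were scaled by TMM and fitted over all 8 tumors with the quasi-likelihood method of edgeR 4.0.16, in R 4.3.3. The comparisons were G164 against G144 (heterozygous), G174 against G184 (homozygous), the difference between these, and G184 against G144 (controls). P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The common coefficient of variation between tumors of a mouse was 0.229, with 4 residual and 3.06 prior degrees of freedom. Counts summed per mouse were also compared between the Cre-positive and Cre-negative mice over 23281 genes, with 2 residual degrees of freedom. Lists of 22 gene groups, written before the values were seen, were tested with camera of limma 3.58.1 with its preset correlation of 0.01, and again with an estimated correlation and with fry. Tables were handled in Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1.

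Named are the genes of Table 1 and Table S7, whose values in the paper had been seen. Also named are, from each KO comparison, the 10 protein-coding genes that rose most and the 10 that fell most among genes past the threshold with a mean of at least 5 CPM and no overlap between the mice, and from each list up to 4 members past the threshold with the largest change, or the most abundant member where none passed. Genes detected in some mice only were chosen after their values were seen. The alternatives were DESeq2 size factors, scaling by library size, unscaled sums, no filter, unstranded counts, either run alone, DESeq2 1.42.0, a fit of only the mice compared, a fold change of at least 1.5, and leaving out each tumor or mouse in turn.

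The fits were tested on simulated data. Of 100 genes changed 2-fold and 100 changed 4-fold between 2 mice, 23 and 69 were called, and 13 unchanged genes were called (12.4% of calls). Over 4 mice, 17 and 76 of 100 were called, with 12 unchanged genes. A doubled list was called, as was 1 unchanged list (4.76%). These rates hold for the simulated data, and whether they carry over to the tumors was not tested. In the tumors the control mice differed in 2787 genes, and the estimated correlation within the mitosis list was 0.910 in heterozygotes. Each genotype is 1 mouse, so the p-values measure the spread between tumors of a mouse. Results for some single genes are not reported here.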

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

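The tests of an exchange of the control mice, of strain differences, of chromosome segments and of the number of immune cells were chosen after the result was seen; the other tests here, the comparisons, the gene lists and the settings of the fit were chosen before the data were examined, apart from the strand, settled from the totals per strand, and the count of genes called in both KO comparisons.

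The homozygous and the heterozygous comparison, each of 1 KO and 1 control mouse, differed by the edgeR test of the difference itself. The log2 difference was −3.05 for Abi1, −3.11 for Cyfip2, −1.54 for Abi3 and 0.53 for Abi2. The Abi3 and Abi2 calls were lost when most single tumors were left out. By this test 5579 genes passed, and fewer when any single tumor was left out. Lists with many members past this test were T cells (14 of 14), interferon response (13 of 14), mitosis (14 of 17), macrophages and dendritic cells (11 of 15), B and plasma cells (10 of 12), adipocytes (10 of 12), hematopoietic WAVE and WASP genes (8 of 8), squamous keratinization (6 of 11) and neutrophils (4 of 6).

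For Abi3, Wasf3, Cyfip2, Krt14 and Vim, scaling left the difference at 1.01 times its unscaled size (median), which argues against library size, while the ratio of the runs, 0.968, decides nothing, since each tumor was read in both; Abi1 in the lowest control tumor was 1.67 times that of the highest heterozygous KO tumor, and the lowest of these 7.07 times the highest homozygous KO tumor, which argues against a mislabelled mouse, though a swap of the control mice would leave this order in place (the paper reports ABI2 protein as raised in homozygous KO tumors alone, and Abi2 gave 0.37 there and −0.16 in heterozygotes as labelled, against 0.13 and 0.08 with the control mice exchanged, which does not settle it). Immune cell markers moved by 1.38 times the mean change of Abi3 and Cyfip2 in homozygotes and 1.19 times in heterozygotes, so immune cells in the tissue may account for these 2 genes, although Lyz2, the most abundant macrophage gene listed, did not pass in either (0.28, adjusted p = 0.372, and −0.46, adjusted p = 0.128, from edgeR). Markers of myoepithelial cells moved by 0.808 and 0.443 of the change of Krt14, and those of fibroblasts by 0.361 and 1.00 of that of Vim, so these cell types cannot be told apart from a change within cells: both sets moved the same way as their gene in both comparisons, but each reached 0.5 of its change, the size set for the test, in only 1 of them. Keratinizing epithelium was not tested as a source of Krt14. The squamous keratinization list had a median of 3.87 in heterozygotes (camera adjusted p = 7.62e-10, and 0.198 with an estimated correlation). In homozygotes its median was −2.45 (camera adjusted p = 0.211). The control mice differed by 0.625 of the difference between the KO comparisons, which decides nothing, since both terms share the control mice and 4 unchanged mice give 0.5, and with the control mice exchanged 66.7% of 15 genes called in both comparisons went in opposite directions, against 98.2% of 662, with 94 (G164 against G184) and 20 (G174 against G144) genes called. The effect of dose, the age of the mice (G144 and G174 were the younger) and the mouse itself cannot be told apart with 1 mouse per genotype.

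Expression outside the genes the paper discusses, and above the level in the Cre-negative tumors, appeared in both Cre-positive mice for 3 genes by a threshold chosen, as were the genes, after their values were seen (at least 1 CPM in each tumor of these mice, and under 1/20 of the highest mouse in the others): agouti (symbol a), with at least 60.9 CPM in each Cre-positive tumor, Gm13394, with at least 20.5, and Cntn4, with at least 2.06. The highest Cre-negative tumor had 0.0988, 0.0896 and 0.0359 CPM. Other genes, such as Gm8116 (at least 2.15 CPM against at most 0.233), were higher in both without meeting it. Of 26 genes detected in some mice and under 1/20 of the highest mouse in others, which leaves some detected there (Gm15459 at 9.89 CPM or more), 10 (38.5%) were pseudogenes, against 1.75% of other genes of that level (Fisher exact p = 1.36e-11), so strain differences between the mice are a candidate explanation; the paper describes the Cre line as of mixed strain. Whether segments of chromosomes carried with Cre hold the 11 genes, other than Abi1, that changed in the same direction in both KO comparisons cannot be told apart from chance, with 6 pairs on the same chromosome (permutation p = 0.0809). DESeq2 called 22 genes between Cre-positive and Cre-negative mice. Several of these, such as 8430419K02Rik, Meis1, Slc47a1, Gm12312 and Krt15, lay on chromosome 11, and the rest on other chromosomes. Such a grouping would go with a carried segment, but it was not tested. No biological explanation was tested.

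All 14 interferon response genes were higher in the homozygous control G184 than in G144. Against the heterozygous KO mouse G164 all 14 had positive log2 fold changes in G184, but only 1 passed the edgeR threshold. Camera gave the interferon list an adjusted p = 1.80e-12 there, and 0.378 with an estimated correlation. In the same comparison, the median of the interferon list was 0.63 (SD over genes 0.34) and that of the T cell, B cell and macrophage lists −0.20 (SD 1.46). The gap passes the 0.5 set for this test, but the lists differ (medians −0.18 for T cells, −2.93 for B and plasma cells and 0.28 for macrophages and dendritic cells), and the macrophage list lies within 0.5 of the interferon list. The number of immune cells is left open on that ground, which was chosen after these values were seen: more macrophages cannot be told apart from a stronger response per cell.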

How the results depend on the processing

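The alternatives for the older against younger mice and for the genes called in both KO comparisons, unstranded sums without scaling, and the WAVE list without Abi1, were chosen after the result was seen. The counts of genes moved by over 1.5 times as follows; the cause was not tested, except that leaving out a tumor leaves 1 tumor in its mouse, assumed to vary like the others.

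Without the low-count filter, 2614 genes were called in heterozygotes, 4575 in homozygotes, 1625 in both, 4 between Cre-positive and Cre-negative mice and 3102 between older and younger mice, against 890, 2917, 662, 0 and 38. DESeq2 called 2817 (1383 higher and 1434 lower, against 604 and 286), 4577, 1795, 22 and 4277, and 4471 between the controls, against 2787. A fit of only the mice compared called 1394 in heterozygotes, 980 in homozygotes, 357 in both and 1534 between the controls. For the older against younger mice, DESeq2 size factors gave 18 and unstranded counts 19. The split by age gave 38 genes where that by Cre gave 0 from edgeR, with 191 genes at an unadjusted p under 0.05. The split by age is the homozygous minus heterozygous difference with its sign turned, so its calls say nothing separate about age.

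Leaving out 1 tumor gave 16 (without tumor 6 of G144) to 1087 genes (without tumor 6 of G174) in heterozygotes, 532 (87 higher and 445 lower, without tumor 9 of G184) to 2442 in homozygotes, 2079 (without tumor 6 of G164) to 4817 for the difference, 205 (without tumor 6 of G144) to 3164 between the controls and 16 to 569 in both KO comparisons, of which 81.3% to 98.3% went in opposite directions. Leaving out 1 mouse gave 0 to 4 genes for Cre and 0 to 158 for age.

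Scaling by library size called 754 higher and 148 lower in heterozygotes, against 604 and 286, and 1895 and 3240 for the difference, against 2672 and 2907. Unscaled sums moved the median of all genes between the controls by 0.155. The median of the skeletal muscle list in heterozygotes (0.11) ran from −5.71 without tumor 3 of G164 to 6.08 without tumor 8 of G144, and its test reversed at 6.08 and at 1.02 without tumor 6 of G164.

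For the genes of Table 1 and Table S7, 664 values kept their side of the threshold under the other alternatives, 30 gained a call and 8 lost one; with 1 tumor left out these were 539, 14 and 23. Among those that kept it, 28 and 47 changed sign, all uncalled in both settings, such as Wasf1 in heterozygotes without tumor 8 of G144. For lists the counts were 125 kept (3 with a change of direction) and 55 lost, and 650 kept (30 with a change), 30 gained, 22 lost and 2 reversed. The WAVE list lost its call in homozygotes without Abi1. Other named genes lost 8 calls and kept 392 and, with 1 tumor left out, lost 105 and kept 215, with no change of sign. The spread between tumors limits most of these values, and depth also those with few counts, such as Wasf1 (66 to 118 per mouse) and Wasf3 (95 to 255). No paired analysis was possible because each tumor belongs to a single mouse and genotype. The difference was not fitted on only the mice compared, since it uses all 4.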

Differences from the paper's values

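The unstranded sums without scaling were added after the values were seen; the other alternatives were set before the data were examined.

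The summed counts of Abi3 differ. The paper's are 146 for G144, 271 for G164, 343 for G184 and 195 for G174, and those on the reverse strand are 797, 1327, 1728 and 1032. With unstranded counts, an alternative set before the data were examined, the values are the paper's in all 4 mice.

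The paper takes Krt14 and Vim to respond to the loss of Abi1, and Abi3 and Wasf3 to respond among the genes of Table 1. Its criterion is a fold of over 1.5 in both comparisons with no test, which all 4 genes also meet here with TMM scaling and all 8 tumors, though of 18 alternatives Wasf3 misses it in 5 (lowest fold 1.19), Vim in 5 (1.21), Abi3 in 2 (1.25) and Krt14 in none. None of the 4 passed the edgeR test in either KO comparison. The adjusted p for Krt14 was 0.275 in heterozygotes and 0.253 in homozygotes, for Vim 0.285 and 0.215, for Abi3 0.158 and 0.158, and for Wasf3 0.514 and 0.176, though the folds have the paper's directions. Alternatives that call them were a fit of only the mice compared (heterozygotes: Krt14 0.0409, Vim 0.0386), no filter (Krt14 0.0342 and 0.0312, Vim 0.0429 in homozygotes) and leaving out tumor 6 of G174 (homozygotes: Krt14 0.0306, Abi3 0.0359). No alternative called Wasf3 in a KO comparison.

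The paper marks Vim as changed by more than its fold threshold in both comparisons, while its own fold in heterozygotes is 1.47, below 1.5. The fold here is 1.56.

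The paper gives Wasf3 as higher and Cyfip2 as lower in Abi1 KO tumors. The log2 fold changes have those signs in homozygotes (1.24 for Wasf3, which did not pass, and −1.65 for Cyfip2, which did), and the other signs in heterozygotes (−0.62 and 1.46), as do the paper's own folds in Table 1.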

Other observations

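No test in this part was chosen after the result was seen.

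In the single KO comparisons, lists gave these counts past the threshold in edgeR. In heterozygotes, squamous keratinization had 3 of 11 genes higher, adipocytes 2 of 12, neutrophils 2 of 6, fibroblasts and matrix 2 of 15 and endothelial cells 1 of 12, and hypoxia and glycolysis had 1 of 13 lower. In homozygotes, adipocytes had 3 lower, endothelial cells 2, neutrophils 1 and fibroblasts 1, hypoxia and glycolysis 3 higher, the mitochondrial genome 1 of 10 higher, and squamous keratinization none. Of 28 other actin assembly factors, 2 were higher in heterozygotes, and 2 were higher and 4 lower in homozygotes. Of 12 milk genes, none passed in heterozygotes, and 1 was higher (Csn1s2a) and 1 lower (Lalba) in homozygotes. Skeletal muscle and red blood cells had none in either. In heterozygotes, the medians of the luminal (0.01) and skeletal muscle (0.11) lists were positive and the camera direction was down (adjusted p = 0.958 for both), and in homozygotes the median of the skeletal muscle list was −0.21 and the direction up (adjusted p = 0.997).

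With counts summed per mouse, no gene was called between Cre-positive and Cre-negative mice by edgeR, where 191 had an unadjusted p under 0.05 and DESeq2 called 22. Abi1 gave −1.70 (standard error 0.97, adjusted p = 1.00). Between fl/fl and fl/wt mice edgeR called none, with 354 at an unadjusted p under 0.05, and between older and younger mice 38, with 6722, among them Krt14 (1.65, standard error 0.12, adjusted p = 0.0498). The comparison of older and younger mice repeats the homozygous minus heterozygous difference with its sign turned, and does not test age separately.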
